# An integrated analysis of the SOX2 microRNA response program in human pluripotent and nullipotent stem cell lines

**DOI:** 10.1186/1471-2164-15-711

**Published:** 2014-08-25

**Authors:** Sebastian F Vencken, Praveen Sethupathy, Gordon Blackshields, Cathy Spillane, Salah Elbaruni, Orla Sheils, Michael F Gallagher, John J O’Leary

**Keywords:** SOX2, microRNA, Embryonic stem cell, Embryonal carcinoma, Pluripotency, EMT

## Abstract

**Background:**

SOX2 is a core component of the transcriptional network responsible for maintaining embryonal carcinoma cells (ECCs) in a pluripotent, undifferentiated state of self-renewal. As such, SOX2 is an oncogenic transcription factor and crucial cancer stem cell (CSC) biomarker in embryonal carcinoma and, as more recently found, in the stem-like cancer cell component of many other malignancies. SOX2 is furthermore a crucial factor in the maintenance of adult stem cell phenotypes and has additional roles in cell fate determination. The SOX2-linked microRNA (miRNA) transcriptome and regulome has not yet been fully defined in human pluripotent cells or CSCs. To improve our understanding of the SOX2-linked miRNA regulatory network as a contribution to the phenotype of these cell types, we used high-throughput differential miRNA and gene expression analysis combined with existing genome-wide SOX2 chromatin immunoprecipitation (ChIP) data to map the SOX2 miRNA transcriptome in two human embryonal carcinoma cell (hECC) lines.

**Results:**

Whole-microRNAome and genome analysis of SOX2-silenced hECCs revealed many miRNAs regulated by SOX2, including several with highly characterised functions in both cancer and embryonic stem cell (ESC) biology. We subsequently performed genome-wide differential expression analysis and applied a Monte Carlo simulation algorithm and target prediction to identify a SOX2-linked miRNA regulome, which was strongly enriched with epithelial-to-mesenchymal transition (EMT) markers. Additionally, several deregulated miRNAs important to EMT processes had SOX2 binding sites in their promoter regions.

**Conclusion:**

In ESC-like CSCs, SOX2 regulates a large miRNA network that regulates and interlinks the expression of crucial genes involved in EMT.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-711) contains supplementary material, which is available to authorized users.

## Background

SOX2 is a member of the SRY-related HMG-box (SOX) transcription factor family with a set of well-established and diverse roles in stem cell potency and maintenance, embryonic development and cancer [1–10]. It regulates extensive and often divergent transcriptional networks across different cell types [1, 2, 11, 12]. SOX2 is best known as a core pluripotency factor, maintaining the undifferentiated phenotype of pluripotent stem cells, and is closely co-regulated alongside core pluripotency factors OCT4 and NANOG in undifferentiated embryonic stem cells (ESCs), embryonal carcinoma cells (ECCs) and induced pluripotent stem cells (iPSCs) [8, 13, 14]. Loss of SOX2 expression in these cell lines triggers their differentiation. More recently, SOX2 has been identified as a crucial player in the maintenance and differentiation of adult stem cells such as in neural stem cells [15]. As an oncogene, SOX2 has been implicated in many different malignancies of the central nervous, gastrointestinal, circulatory, respiratory, endocrine and skeletal systems, and also those of the skin, liver, gonads and breast [1–7, 10]. However, despite its oncogenic potential in numerous tumour types, the suppression of SOX2 has been reported as a hallmark of gastric carcinoma [16–18]. In malignancy growing evidence reveals SOX2 to be a central regulator of a tumourigenic, stem cell-like subpopulation of tumour cells, frequently referred to as cancer stem cells (CSCs), which are found to be responsible for the proliferative and invasive capacities of most tumour types [7]. Many of the genes regulated by SOX2 in normal stem cells are aberrantly regulated by this transcription factor in cancerous cells with a similar, albeit malignant phenotype.

MicroRNAs (miRNA) are a functional family of short (21–23 nt), non-protein coding RNA transcripts that primarily, but not exclusively, confer regulation of gene expression by targeting mRNAs for degradation or transient translational repression by post-transcriptionally binding these in a directed manner [19]. They are involved in the regulation of almost all cell processes and maintain cell homeostasis in both healthy and disease conditions. In cancer and CSCs, many miRNAs have been identified as tumour suppressive or oncogenic miRNAs (oncomiRs) [20]. Many of these miRNAs also have important regulatory functions in pluripotent cells, such as ESCs and ECCs, and in embryonic development [20, 21].

Although the SOX2 transcriptome of protein coding genes has been previously mapped in various cell types and tissues, including ECCs, with techniques such as chromatin immunoprecipitation (ChIP) and gene array profiling, no extensive SOX2-transcriptome analysis has been performed for miRNAs in human pluripotent cells [1, 2, 11, 12, 22–25]. Some insight into the SOX2-linked miRNAome in murine pluripotent cells has previously been provided by Marson *et al.* who performed an extensive ChIP-sequencing (ChIP-seq) analysis of SOX2-bound miRNA promoters in mouse ESCs [26]. Additionally, in a study of the SOX2 regulatory network in human ESCs (hESCs), Boyer *et al.* produced a limited set of exclusively intragenic miRNAs that were potentially regulated by the SOX2-binding sites within the promoter regions of their respective host genes [11]. However, both Marson *et al*. and Boyer *et al.* provide no SOX2 knock-down and miRNA expression analysis to functionally link this transcription factor to specific miRNAs. Fang *et al*. profiled genes and miRNAs regulated by SOX2 in glioblastoma multiforme (GBM) cells [1]. Notably absent from this study were an in-depth analysis of miRNAs directly regulated by SOX2 and a large scale combinatorial study of the gene target regulome of deregulated miRNAs in these cells.

To map the functions of this miRNA network in pluripotent cell and CSC biology, we silenced SOX2 in two human ECC (hECC) lines followed by a high-throughput expression analysis of expression changes in its associated miRNA network. To reveal genes potentially regulated by SOX2 through its linked miRNA regulome, we profiled whole-genome differential mRNA expression and applied a Monte Carlo algorithm to identify a subset of SOX2-regulated miRNAs that confer a significant regulatory signature on the differential gene expression profile in hECCs. This type of analysis has been performed before and is enabled by the finding that the majority of total miRNA-mediated gene suppression functions through mRNA degradation, thus functional miRNA activity can be determined by measuring the expression of their targets at the transcript level [27–36]. Finally, to identify candidate miRNAs with a direct transcriptional association to SOX2, we applied existing SOX2 ChIP-seq and miRNA promoter data to our differential expression profiles.

To study SOX2 in both a CSC and pluripotent cell context, we chose the 2102Ep and NTera-2 hECC lines, the CSC component of teratocarcinoma, a type of germ cell tumour. The NTera-2 cell line is pluripotent and is frequently used as cell model to study ectodermal differentiation [37]. 2102Ep cells are considered ‘nullipotent’ as they are resistant to retinoic acid-induced differentiation and form homogenous EC tumours when xenografted into mice [38, 39]. 2102Ep cell differentiation can however be induced by low-density growth or by silencing core pluripotency factors SOX2 and OCT4 [23, 38]. Because 2102Ep and NTera-2 cell lines are phenotypically similar to hESCs in an undifferentiated state and during early differentiation stages, they have previously been used as an alternative hESC model [14, 23, 38–43]. For this study, 2102Ep and NTera-2 cells could provide significant insights into the post-transcriptional regulatory functions of SOX2 towards both cancer stemness and embryonic stemness.

Based on parameters set in our analysis we present several novel miRNAs that are direct transcriptional targets of SOX2. Indirect targets of this transcription factor included, we found many pro and anti-malignant miRNAs that also have important functions in embryonic development. Statistical analysis of whole-genome differential mRNA expression revealed a distinct Type 1 epithelial-to-mesenchymal (EMT) signature in an miRNA/gene target regulatory network linked to SOX2.

## Results

### SOX2 knock-down in 2102Ep and NTera-2 cells results in many altered miRNAs involved in both cancer and embryonic development

SOX2 was selected for RNAi-mediated silencing in the two hECC lines and an siRNA with specific complementarity to SOX2 mRNA (siSOX2). Successful knock-down was confirmed by comparing SOX2 mRNA and protein expression with cells transfected with a non-targeting control (Figure 1A and Figure 1B). SOX2 mRNA was highly downregulated in 2102Ep cells, while in NTera-2 cells 49% reduced mRNA expression was reported. However, subsequent protein analysis showed that the SOX2 protein expression was completely eliminated, confirming successful knock-down.As shown in Figure 1C, distinct changes in cell morphology were recorded in 2102Ep and NTera-2 cells three days after siSOX2 transfection compared to cells transfected with a non-targeting siRNA control. For both cell lines, the cells had a flatter and larger appearance. They were also more evenly dispersed in monolayers, which differed from their normal, undifferentiated phenotype as densely packed colonies. This phenotypic change is characteristic of ECC differentiation.

**Figure 1:**
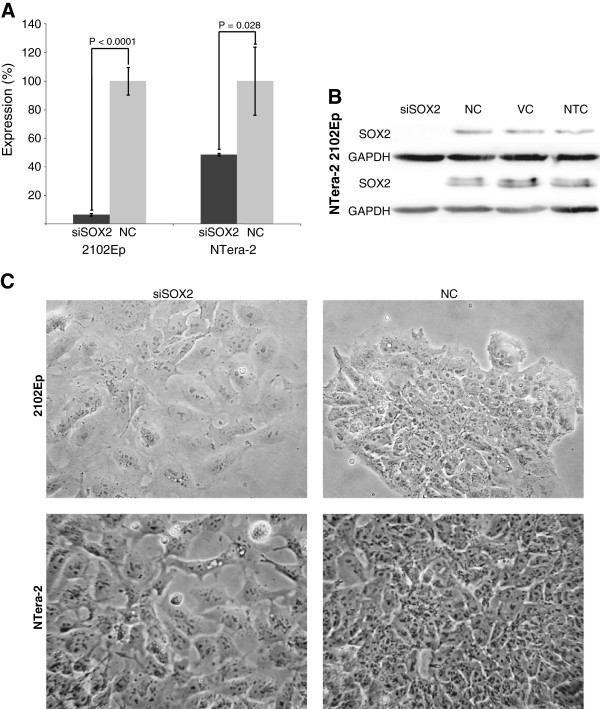
**Knock-down of SOX2 in 2102Ep and NTera-2 cells.** The induced RNAi of SOX2 mRNA by SOX2 siRNA (siSOX2) facilitated a substantial and significant down-regulation of this gene’s expression in the EC cell lines. **(A)** As determined by qRT-PCR, very little SOX2 mRNA expression remains (6.5%) in siSOX2-transfected 2102Ep cells, while the remaining expression in siSOX2-transfected NTera-2 cells is higher (48.5%). SOX2 expression was compared to that in cells transfected with a scrambled, non-targeting siRNA (NC), which was set at 100%. SOX2 expression was normalised to GAPDH expression. All experiments were performed in biological triplicate. **(B)** As determined by Western blot, no SOX2 protein could be detected in the siSOX2-transfected cells of either cell line when compared to the non-targeting siRNA-transfected controls (NC), vehicle controls (VC) or non-transfected controls (NTC). GAPDH protein expression was measured to account for equal loading and transfer. **(C)** RNAi phenotypes of 2102Ep and NTera-2 cells, four days after SOX2 siRNA transfection. SOX2-silenced EC cells have a flattened, enlarged and more dispersed morphology, compared to SC-transfected cells, which are, similarly to untreated cells (not shown), small, defined and grown in dense colonies.

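MiRNA levels were measured in 12 samples of 2102Ep and NTera-2, 2 human embryonal carcinoma cell lines. Cells were transfected for 6 h with siSOX2 or with the non-targeting control siRNA (NC), at 15 nM in 2102Ep and 30 nM in NTera-2 cells, and RNA was taken 72 h after transfection. The 4 groups held 3 samples each, labelled as biological replicates. RNA was reverse transcribed, pre-amplified and run on TaqMan cards, of which card A gave 290 and card B 211 of the 501 assays in the authors' table. A Ct is the cycle at which the PCR signal crosses a threshold, so a higher Ct means less RNA and 1 cycle is about 1 unit on the log2 scale. The authors gave raw Ct and dCt, in which a constant per sample and card had been subtracted. On card A this constant equalled the mean Ct of miR-16 and the small nuclear RNA U6 in both lines. On card B it equalled the mean Ct of miR-16-1*, RNU48 and U6 in NTera-2 cells. In 2102Ep cells it lay within 0.192 cycles of the median Ct of card B, and the dCt was taken as given. In the raw Ct of 2102Ep siSOX2 replicate 3, values stood 1 place out of line with their assays from row 106 of the table on, and raw Ct was taken there as dCt plus the constant. Between 421 and 433 assays were measured per 2102Ep sample (median 432 in NC and 431 in siSOX2) and between 449 and 451 per NTera-2 sample (median 450 in both groups). The count of assays measured in all samples of one arm and in none of the other was 0 in each line. Log2 fold changes are the mean dCt of NC minus that of siSOX2, so that a positive value is a rise after the knock-down. They were tested with limma on all 12 samples at once, wherever at least 2 of 3 samples per arm were measured, with Benjamini-Hochberg adjustment. The median SD of dCt within a group was 0.312 (2102Ep NC), 0.369 (2102Ep siSOX2), 0.436 (NTera-2 NC) and 0.312 (NTera-2 siSOX2). With 3 against 3 samples, a two-sided exact permutation test of 1 assay cannot give a p below 0.1, and chance alone sets the arms apart in 10% of assays. NC and siSOX2 samples with the same replicate number resembled each other in both lines. An adjusted p with the replicate as a block is given beside the calls in NTera-2 cells. For 2102Ep cells the block is given with some list counts and calls. SOX2 mRNA, SOX2 protein and the gene expression arrays were not analysed here.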

We profiled miRNA expression using high-throughput quantitative real-time PCR (qRT-PCR) arrays in 2102Ep and NTera-2 cells three days after transfecting them with siSOX2 or a non-targeting, scrambled siRNA control. This experiment tested the expression of 754 validated miRNAs, covering the majority of the Sanger miRBase v14 miRNA database [44]. 

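After SOX2 knock-down, miR-375, a miRNA of pancreatic islets, rose in both lines. Its log2 fold change was 3.69 in 2102Ep cells (standard error 0.22, adjusted p = 4.9e-06 from limma) and 2.68 in NTera-2 cells (standard error 0.22, adjusted p = 1.1e-04, 0.0048 with the replicate block). The dCt of miR-375 went from 7.69 ± 0.234 (SD, n = 3) to 4.00 ± 0.123 in 2102Ep and from 11.7 ± 0.308 to 9.04 ± 0.200 in NTera-2 cells. In 2102Ep cells, miR-196b, encoded in a HOX cluster, rose by a log2 fold change of 4.15 (adjusted p = 6.7e-04) and miR-139-5p by 1.88 (adjusted p = 0.0046). MiR-26a-1* and miR-210, which is induced in hypoxia, fell with log2 fold changes of -2.24 (adjusted p = 0.0023) and -1.998 (adjusted p = 0.0043). In NTera-2 cells, miR-342-5p rose from a dCt of 15.3 ± 0.301 to 9.16 ± 0.969 (n = 3). This was a log2 fold change of 6.12 (standard error 0.51, adjusted p = 0.0021, 0.012 with the replicate block). Of 432 assays tested in 2102Ep cells, 61 changed at an adjusted p under 0.05, 20 higher and 41 lower, and 49 of them changed by over 2-fold. Of 451 tested in NTera-2 cells, 25 changed, 8 higher and 17 lower, 22 of them by over 2-fold. These splits turned with the reference, to 34 higher and 13 lower with RNU44 and RNU48 in 2102Ep cells and to 9 higher and 6 lower with the global mean in NTera-2 cells (8 and 8 with the global median). The global mean and median remove a fall common to most assays by construction. In every one of these 61 and 25 assays, all siSOX2 samples lay beyond all NC samples, as they did in 138 (31.9%) and 131 (29.0%) of all assays tested, where chance gives 10%. At an unadjusted p of 0.05 or less there were 108 assays in 2102Ep and 98 in NTera-2 cells. The 61 became 39 without NC replicate 1 and 37 without NC replicate 3. The 25 became 10 without NC replicate 3 and 14 without siSOX2 replicate 1 or replicate 2. With the replicate as a block the 25 became 7: miR-375, miR-342-5p, miR-184, miR-181a-2*, miR-522, miR-31* and miR-135b. An equal-variance test of each assay alone, which does not share the spread between assays, gave 39 and 9 in place of 61 and 25, and the authors' unequal-variance test, applied after the values were seen, gave 8 and 3.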

From this set of miRNAs, 99 and 62 miRNAs were significantly (P ≤ 0.05) deregulated in 2102Ep and NTera-2 cells respectively (Figure 2 and Additional file 1: Table S1). These include the minor strand (star, ‘*’) miRNAs, which have increasingly been attributed with biological functions. The large majority of differentially expressed miRNA in both cell lines were downregulated, suggesting that SOX2 is predominantly a transcriptional activator of miRNAs in hECCs.

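Among the miRNAs at an unadjusted p of 0.05 or less, 62 were lower and 46 higher in 2102Ep cells, and 78 were lower and 20 higher in NTera-2 cells. The share of lower miRNAs was 57.4% in 2102Ep (exact 95% confidence interval 47.5 to 66.9%) and 79.6% in NTera-2 cells (70.3 to 87.1%). Counted over every assay tested, 217 of 432 (50.2%) lay below 0 in 2102Ep and 322 of 451 (71.4%) in NTera-2 cells. On card B of 2102Ep cells the constant lay near the card's median Ct, which by itself holds such shares near an even split. The median log2 fold change of all NTera-2 assays was -0.27. These shares moved with the reference RNA. In NTera-2 cells, with the global mean of all miRNAs as the reference, 33 were lower and 42 higher (44.0%), and with the global median 34 were lower and 36 higher (48.6%), so that the majority turned. Both of these references center each sample on its own miRNAs and so remove a fall common to most assays. They cannot tell whether such a fall occurred. The references that are not miRNA averages kept the majority in NTera-2 cells. RNU44 and RNU48, small nucleolar RNAs, gave 83.7% lower (72 lower, 14 higher) and U6 alone gave 88.5% (85 lower, 11 higher). In 2102Ep cells, RNU44 and RNU48 gave 34 lower and 98 higher (25.8%), whereas the share was 53.2% (58 lower, 51 higher) with the global median and unchanged with the global mean. With U6, for which card A alone was used in 2102Ep cells (264 assays tested in place of 432), it was 63.5% (47 lower, 27 higher), so that reference and assays changed together. The median of all assays was then 0.06 with the global mean, 0.02 with the global median, -0.31 with RNU44 and RNU48 and -0.38 with U6 in NTera-2 cells. It was 0.43 with RNU44 and RNU48 and 0.08 with the global median in 2102Ep cells. On card B of 2102Ep cells, RNU44 itself had a Ct of 16.9 ± 0.0847 in NC and 17.7 ± 0.265 in siSOX2 samples (SD, n = 3), and the arms did not overlap. From the excess of downregulated miRNAs, the paper proposes that SOX2 acts mainly as a transcriptional activator of miRNAs in these cells.

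**Figure D1:**
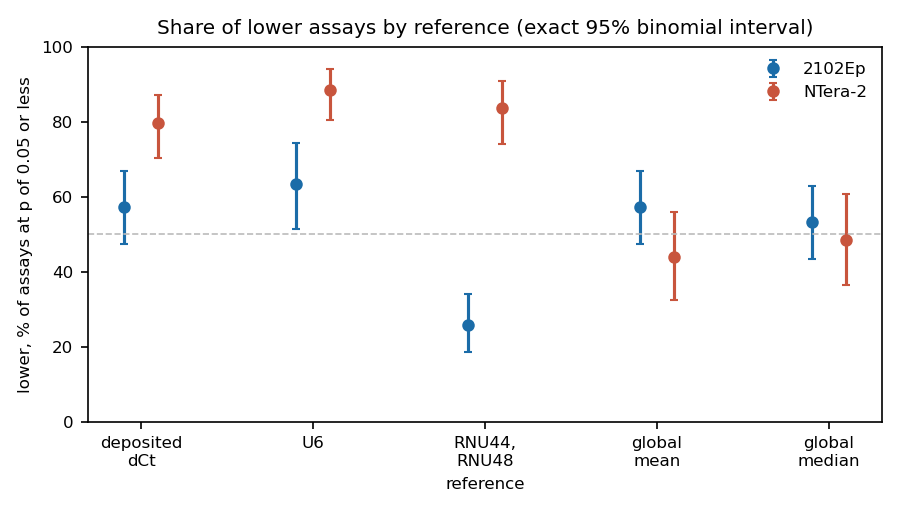
Percent of assays at an unadjusted p of 0.05 or less that were lower after SOX2 knock-down, by cell line and reference RNA, with exact 95% confidence intervals. In 2102Ep cells, U6 covers card A alone. In NTera-2 cells the share lies at 79.6% with the authors' dCt and at 44.0% with the global mean, which removes a fall common to most assays.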

**Figure 2:**
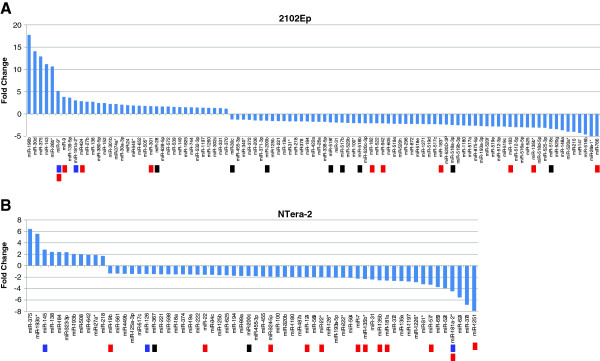
**Differential expression of miRNA in 2102Ep and NTera-2 cell lines after induced SOX2 silencing.** Total number of all significantly (P ≤ 0.05) deregulated miRNA three days after SOX2 knock-down in 2102Ep **(A)** and NTera-2 cells **(B)** normalised to the respective miRNA expression in cells transfected with a non-targeting control. 99 and 62 miRNAs were deregulated in 2102Ep and NTera-2 cells respectively. Both charts visualise a substantial bias towards miRNA downregulation after the knock-down of SOX2. These charts represent the mean expression values across three biological replicates. Blue markers indicate miRNAs that form an autoregulatory loop with SOX2. Black markers indicate miRNAs found to be significant master regulators of differential gene expression in hECCs. Red markers indicate miRNAs with SOX2 binding sites in their promoters as found in this study.

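MiR-138 rose in both lines, and miR-135b*, miR-31 and miR-522 fell in both, together with the rise of miR-375. In 2102Ep cells the log2 fold change was 1.45 for miR-138 (standard error 0.23, adjusted p = 0.0043), -1.53 for miR-135b* (standard error 0.29, adjusted p = 0.0066), -1.06 for miR-522 (standard error 0.20, adjusted p = 0.0066) and -0.95 for miR-31 (standard error 0.20, adjusted p = 0.011). In NTera-2 cells miR-522, a member of the C19MC cluster, fell by 1.98 on the log2 scale (standard error 0.20, adjusted p = 3.3e-04, 0.012 with the replicate block). MiR-31 had a log2 fold change of -1.27 there (adjusted p = 0.0050, 0.054 with the replicate block), miR-138 of 1.26 (adjusted p = 0.025, 0.071 with the block) and miR-135b* of -1.22 (adjusted p = 0.031, 0.054 with the block). Of 385 assays tested in both lines, 22 were at an unadjusted p of 0.05 or less in the same direction. They comprised 19 lower in both, where 8.24 would fall together by chance (exact hypergeometric p = 5.8e-05), and 3 higher in both, where chance gives 1.64 (exact hypergeometric p = 0.22). This test takes assays as independent. Among the 19, however, miR-512-3p, miR-517c, miR-519a, miR-519b-3p, miR-520b, miR-520d-3p and miR-522 belong to the C19MC cluster. The 5 past the adjusted threshold in both lines were miR-375, miR-138, miR-135b*, miR-31 and miR-522. All 14 miRNAs that the study lists lay in the stated direction in each line. Of these, 11 were at an unadjusted p of 0.05 or less in 2102Ep and 14 in NTera-2 cells. Past the adjusted threshold were 8 and 9 (11 and 14 when adjusted over the list alone, and 6 and 3 with the replicate block). This is not independent evidence, since the list was chosen on these samples. The 22 became 14 without NTera-2 NC replicate 3 and 13 with the global mean or median. With U6, which leaves out card B of 2102Ep cells, they were 14. In 2102Ep cells the call of miR-31 was lost without NC replicate 3 (adjusted p = 0.051) and with the replicate block (0.051). With RNU44 and RNU48 as the reference the calls of miR-31 (-0.60, adjusted p = 0.14), miR-522 (-0.71, adjusted p = 0.080) and miR-135b* (-0.97, adjusted p = 0.059) were lost there. In NTera-2 cells miR-138 was measured in only 2 of 3 NC samples. The fits on complete assays and without NC replicate 1 or NC replicate 3 could therefore not be run for it. The call of miR-138 was lost there without siSOX2 replicate 2 (adjusted p = 0.076) or replicate 3 (0.056). That of miR-135b* was lost without each sample other than NC replicate 1 in turn (0.071 to 0.099). The call of miR-138 was also lost with U6, the global median or RNU44 and RNU48 (0.057 to 0.13). Over all alternatives it held in 7 of 17 there, with log2 fold changes of 1.10 to 5.62 and adjusted p of up to 0.32. In 2102Ep cells it held in 18 of 20 (adjusted p of up to 0.82). The NTera-2 call of miR-135b* was lost with each other reference (0.060 to 0.33), with a log2 fold change of -0.72 for the global mean.

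**Figure D2:**
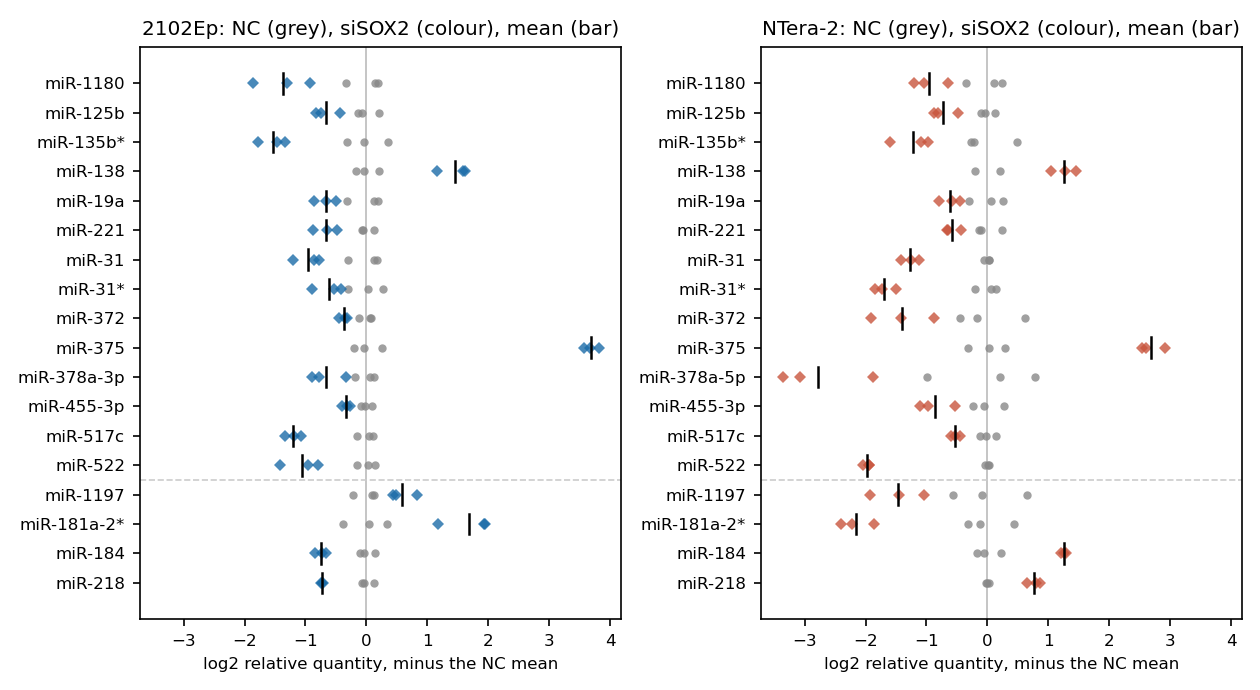
Log2 level of each NC and siSOX2 sample relative to the NC mean for the 14 miRNAs listed by the study as mutually deregulated and, below the dashed line, the 4 listed as oppositely regulated. MiR-375 and miR-138 lie to the right of NC in both lines. The miRNA listed as miR-378 is miR-378a-3p in the 2102Ep panel and miR-378a-5p in the NTera-2 panel.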

14 miRNAs were mutually deregulated (mir-1180, -125b, -135b*, -138, -19a, -221, -31, -31*, -372, -375, -378, -455-3p, -517c, -522), of which four were mutually deregulated by over 2-fold each (miR-135b*, -138, -375, -522). 

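MiR-184 and miR-218 fell in 2102Ep and rose in NTera-2 cells. MiR-184 had log2 fold changes of -0.74 in 2102Ep (standard error 0.17, adjusted p = 0.018) and 1.25 in NTera-2 cells (standard error 0.17, adjusted p = 0.0024, 0.038 with the replicate block). For miR-218, which is expressed in motor neurons, they were -0.73 (standard error 0.16, adjusted p = 0.012) and 0.77 (standard error 0.16, adjusted p = 0.023, 0.071 with the block). MiR-1197 had 0.59 in 2102Ep cells (standard error 0.33, adjusted p = 0.32) and -1.47 in NTera-2 cells (standard error 0.33, adjusted p = 0.027, 0.068 with the block). A total of 8 assays were at an unadjusted p of 0.05 or less in opposite directions, where 9.32 would be so by chance: miR-181a-2*, miR-184, miR-211, miR-218, miR-374, miR-545, miR-625 and miR-872. Of these, miR-211, miR-545, miR-625 and miR-872 were picked out after their values were seen. MiR-181a-2*, miR-184 and miR-218 passed the adjusted threshold in both lines. All 4 miRNAs listed by the study lay in the stated direction in each line. Past the adjusted threshold were 3 in 2102Ep and 4 in NTera-2 cells (3 and 4 when adjusted over the list alone, and 2 in each line with the block). This is not independent evidence. The 8 became 3 without 2102Ep NC replicate 3, 4 without NTera-2 NC replicate 3 and 12 with RNU44 and RNU48 as the reference. In 2102Ep cells the call of miR-184 was lost without NC replicate 3 (adjusted p = 0.077) or siSOX2 replicate 2 (0.055). It was also lost there with the replicate block (0.061), RNU44 and RNU48 (0.37), the global mean (0.051) and the global median. The NTera-2 call of miR-184 was lost with RNU44 and RNU48 (0.056). In 2102Ep cells the call of miR-218 was lost without NC replicate 1 (0.054) and with the global median. It was also lost with RNU44 and RNU48 (log2 fold change -0.38, adjusted p = 0.32). In NTera-2 cells the call of miR-218 was lost without NC replicate 3, siSOX2 replicate 2 or siSOX2 replicate 3 in turn (adjusted p = 0.062 to 0.084) and with RNU44 and RNU48 (0.19) or U6 (0.090), and that of miR-1197 with each other reference (0.078 to 0.17) and without NC replicate 1, NC replicate 3, siSOX2 replicate 1 or siSOX2 replicate 2 (0.058 to 0.089).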

Another four miRNAs were oppositely regulated (miR-1197, -miR-181a-2*, -184, -218), with miR-181a-2* showing a large difference between 2102Ep (up) and NTera-2 cells (down). These results will be further detailed in following paragraphs.

Many deregulated miRNAs in 2102Ep and NTera-2 cells after SOX2 knock-down have previously reported oncogenic or tumour suppressive functions. In addition, many are actors in the maintenance of stem cell phenotypes or guide embryonic development and differentiation. We cross-analysed the deregulated miRNAs in both hECC lines with hESC miRNA data from Stadler *et al*. and the miRCancer database, a curated repository of oncomiRs and tumour suppressor miRNA [45, 46]. Table 1 contains a summary of deregulated miRNAs that have roles in cancer and also are enriched in hESCs or are differentially expressed during early hESC differentiation. This demonstrates great overlap of the deregulated miRNAs in our dataset and many miRNAs involved in cancer and stem cell biology.

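In 2102Ep cells the oncomiRs of undifferentiated hESCs listed in Table 1 were lower, and its tumour suppressors of differentiating hESCs went both ways. All 15 of these oncomiRs lay below 0, and 9 fell at an adjusted p under 0.05 (14 when adjusted over the list alone). Of the 15, 14 belong to the C19MC cluster, so this is largely the fall of 1 cluster, in a list of miRNAs that the study found downregulated. With RNU44 and RNU48 as the reference 3 of the 15 passed. Of 9 tumour suppressors of differentiating hESCs, 5 rose and 2 fell (8 passed over the list alone), with 6 above and 3 below 0. Those above 0 include miR-27b, with a log2 fold change of 1.46 (standard error 0.19, adjusted p = 0.0016), and miR-30d with 2.33 (standard error 0.46, adjusted p = 0.0081). Those below 0 were miR-31 with -0.95 (adjusted p = 0.011), miR-26a with -0.79 (adjusted p = 0.023) and miR-125b with -0.67 (adjusted p = 0.051), which Table 1 lists as downregulated oncomiRs too. The calls of miR-31 and miR-26a were lost with RNU44 and RNU48 as the reference, whereas the 5 rises passed. With the replicate block the calls of miR-28 (adjusted p = 0.091), miR-149 (0.12) and miR-31 (0.051) were lost. With the global median those of miR-28 and miR-26a were lost. With U6, which leaves out miR-30d on card B, those of miR-28, miR-149 and miR-26a were lost. MiR-19a, a member of the miR-17-92 cluster, had -0.67 (adjusted p = 0.083). Of 6 oncomiRs of differentiating hESCs, miR-24 rose, with 0.97 (standard error 0.21, adjusted p = 0.012), and 4 fell (6 passed over the list alone). In NTera-2 cells miR-193b rose, with a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.025, 0.071 with the replicate block). The 6 oncomiRs of undifferentiated hESCs had log2 fold changes between -0.61 and -0.44 in NTera-2 cells and none passed the limma test (0 at an adjusted p under 0.05 and 6 at an unadjusted p of 0.05 or less). Over the whole of Table 1, 31 of 31 entries for 2102Ep and 17 of 17 for NTera-2 lay in the stated direction. Of the 28 and 14 distinct miRNAs among them, 20 and 3 passed the adjusted threshold (26 and 13 when adjusted over the list alone), and 13 and 0 with the replicate block. With RNU44 and RNU48 as the reference they were 10 and 2. The table was chosen on these samples and is not independent evidence. The call of miR-193b was lost without each sample other than NC replicate 2 in turn (adjusted p = 0.058 to 0.084), and with U6 (0.079) or RNU44 and RNU48 (0.057).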

**Table 1:** **Deregulated oncogenic or tumour suppressive miRNAs in 2102Ep and NTera-2 cells with an upregulated or downregulated profile in undifferentiated or differentiated hESC data from Stadler** ***et al.*** [45]

2102Ep	hESC undifferentiated		hESC differentiated	
**OncomiR**	*Downregulated*	miR-519c	*Upregulated*	*Downregualted*
	miR-19a	miR-519d	miR-24	miR-26a
	miR-512-5p	miR-520a*		miR-31
	miR-517a	miR-520b		miR-125b
	miR-517b	miR-520f		mir-182
	miR-517c	miR-520 g		miR-221
	miR-518b	miR-520 h		
	miR-518f			
	miR-525			
**Tumour Suppressor miRNA**	*Downregulated*		*Upregulated*	*Downregulated*
	miR-148a		miR-424	miR-26a
			miR-27b	miR-31
			miR-28	miR-125b
			miR-30d	
			miR-149	
			miR-331	
**NTera-2**	**hESC undifferentiated**		**hESC differentiated**	
**OncomiR**	*Downregulated*		*Upregulated*	*Downregulated*
	miR-18a		miR-193b	miR-22
	miR-19a			miR-125b
	miR-19b			miR-221
	miR-367			miR-222
	miR-374			
	miR-517c			
**Tumour Suppressor miRNA**			*Upregulated*	*Downregulated*
			miR-145	miR-22
			miR-193b	miR-31
				miR-125b
				miR-34c

The individual titles ‘Downregulated’ and ‘Upregulated’ indicate the differential expression of each miRNA after SOX2 knock-down in either 2102Ep or NTera-2 cell lines or both.

We also compared the miRNA profiles of the 2102Ep and NTera-2 cell lines in their native, undifferentiated state. This comparison produced 213 differentially regulated miRNA when both datasets are normalised to their respective global mean miRNA expression (Additional file 2: Table S2). This substantial difference in miRNA expression profiles could contribute to the divergence of differential miRNA expression profiles in 2102Ep and NTera-2 cells after SOX2 knock-down.

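In the undifferentiated state, miRNAs of the miR-200 family, which keep epithelial cells from EMT, were lower in NTera-2 than in 2102Ep cells, and those of the miR-302 and miR-17-92 clusters were higher. The 6 NC samples were compared here, 3 per line, each Ct being set against the sample's mean Ct over the assays measured in all of them (232 on card A and 149 on card B). The log2 level of miR-200b against this mean was 5.07 ± 0.0417 in 2102Ep and -2.14 ± 0.528 in NTera-2 cells (SD, n = 3). This is a difference, NTera-2 minus 2102Ep, of -7.21 (standard error 0.32, adjusted p = 2.7e-05 from limma). All 5 tested assays of the miR-200 family were lower in NTera-2 cells (5 when adjusted over the list alone), and 18 of 22 assays of the primate-specific C19MC cluster were lower and 1 was higher (18 and 1 over the list alone). Their medians were -4.12 and -3.48. All 9 assays of the miR-302 cluster, which includes miR-367, were higher (9 over the list alone, median 2.42), as were 21 of 23 of the miR-17-92 cluster and its paralogs, with 0 lower (21 over the list alone, median 2.70). Let-7b, which accumulates in differentiated cells, was higher in NTera-2 cells by 8.08 (standard error 0.87, adjusted p = 3.3e-04) and miR-296 by 6.90 (standard error 0.24, adjusted p = 1.8e-05), whereas miR-1298 differed by -9.93 (standard error 1.69, adjusted p = 0.0021). Of 386 assays tested, 277 differed at an adjusted p under 0.05, 150 higher and 127 lower in NTera-2 cells, and 284 at an unadjusted p of 0.05 or less. The lines did not overlap in 301 assays (78.0%), where chance gives 10%, and 264 differed by over 2-fold. The split into higher and lower depended on the scaling. With U6 as the reference, on card A alone (234 assays tested), it was 5 higher and 215 lower (median of all assays -4.04), with RNU44 and RNU48 50 and 220 (-1.68), with the deposited dCt 7 and 363 (-5.35) and with the global median 158 and 127 (0.30). Relative to the median of all assays, which was 0.17 in the comparison given, the miR-302 cluster stayed above and the miR-200 family and C19MC stayed below under all 5 scalings. Apart from offsets between the cards, a scaling constant cancels in this comparison, so it does not test the direction itself. As plain medians, the miR-302 cluster was at -1.87 and miR-17-92 at -1.52 with U6, and at -4.99 and -1.41 with the deposited dCt.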

### Statistical identification of an enriched miRNA regulatory signature reveals the regulation of EMT-related genes

Current research has primarily focused on the direct action of SOX2 on its transcriptional target genes in the context of pluripotency, differentiation and cancer. To expand the picture of SOX2 regulation beyond this, we intended to identify SOX2-linked miRNAs that conferred a significant regulatory signature on the differential gene expression profile in hECCs after SOX2 knock-down.

For this approach, genome-wide gene expression arrays were used to generate differential gene expression profiles of the 2102Ep and NTera-2 cells from the same SOX2 knock-down samples used for miRNA profiling analysed against the same non-targeting control samples. All genes that were significantly ≥2-fold up or downregulated were included in further analysis and can be found in Additional file 3: Table S3. Using a Monte Carlo simulation algorithm combined with the miRNA target-prediction software, TargetScan 6.0, we analysed the gene expression data to identify deregulated miRNAs that target significantly more of the oppositely deregulated genes than would be expected by chance. This statistical method has previously been successfully applied to identify specific miRNAs as ‘master regulators’ of one-carbon metabolism-linked genes and lipid metabolism genes [47, 48].

Whole-genome profiling revealed the deregulation of 402 genes in 2102Ep cells and 131 genes in NTera-2 cells, with 54 commonly deregulated genes between the two cell lines (Figure 3A and Additional file 3: Table S3). Gene ontology analysis revealed, particularly in 2102Ep cells, the deregulation of many markers of embryonic development, early tissue morphogenesis, cell differentiation and respective pathways involved, such as the Wnt pathway (Additional file 4: Table S4) [49]. An expected feature was the upregulation of 26 functional markers of mesodermal differentiation and EMT (see Figure 3B), with the exception of NRP1 in NTera-2 cells, which was downregulated in this cell line, but upregulated in 2102Ep cells. Previous evidence demonstrates the induction of EMT and the acquisition of neural crest cell traits in hESCs after SOX2 knock down and the central roles of SOX2 in this type of cell fate determination have been previously suggested [22, 50]. This phenotypic change is particularly evident in 2102Ep cells, which produced more altered markers than NTera-2 cells. In cancer, EMT is a process of transdifferentiation by which epithelial cells lose their cell-cell adhesion and adopt a migratory mesenchymal phenotype enabling them to metastasise to other tissues. Unexpectedly, some established EMT inhibitors were upregulated in NTera-2 (CDH1/E-cadherin) and 2102Ep cells (KRT19 and HAS2) [51, 52]. This observation will be further touched upon in the Discussion section. Among the 26 EMT markers, SNAI2/Slug and CDH2/N-cadherin have been previously shown to be transcriptionally activated by SOX2 during Type 3 and Type 1 EMT respectively. In our data, these genes are upregulated after SOX2 knock-down, suggesting an opposite transcriptional relation to SOX2 [10, 53]. On the other hand, T/Brachyury and EOMES were previously found to be repressed by SOX2 in Type 1 EMT, which is in concordance with our findings [54, 55].

**Figure 3:**
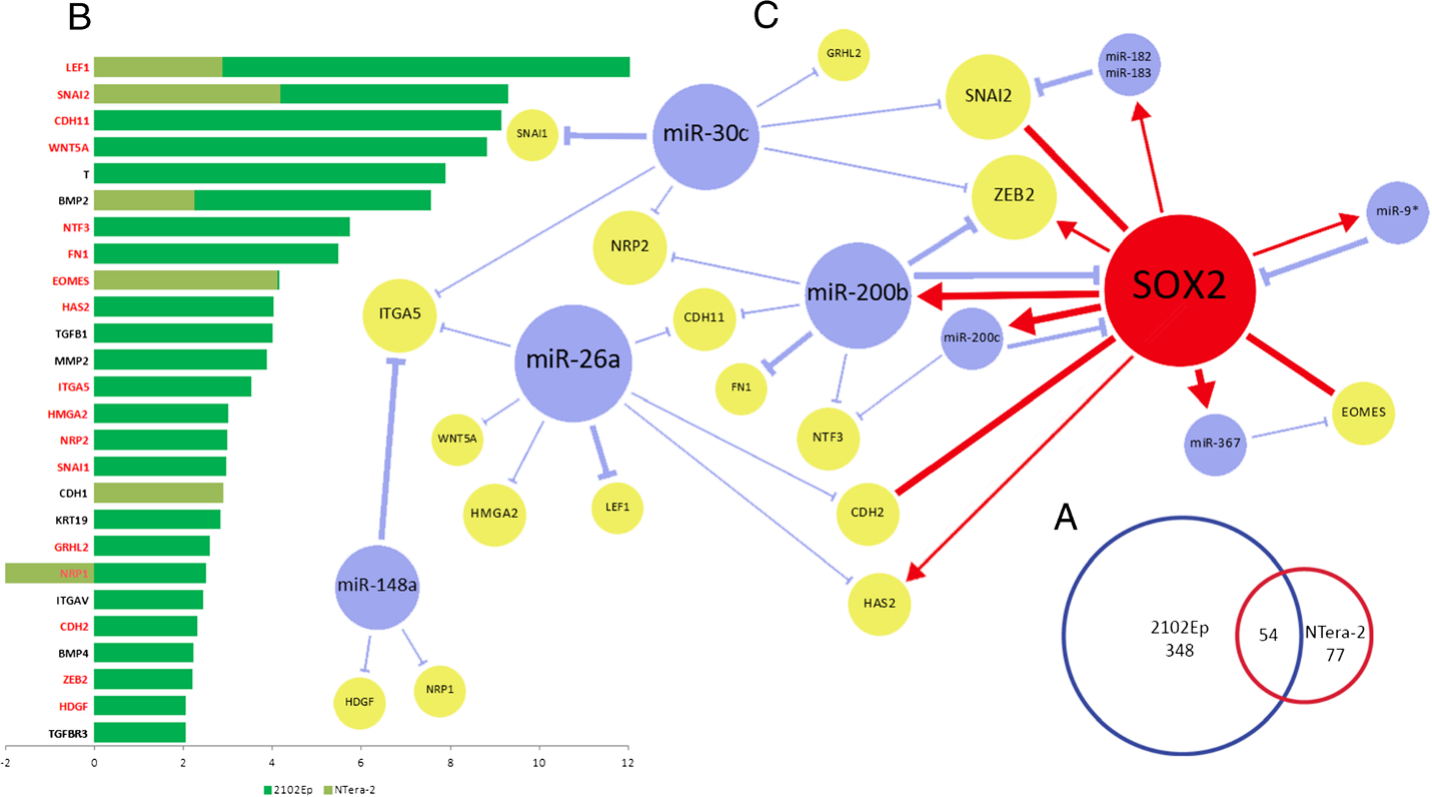
**EMT-specific miRNA-target relationships directly and indirectly regulated by SOX2 in 2102Ep and NTera-2 cells. (A)** This Venn diagram displays the exclusive and mutual expression of all ≥2-fold up or downregulated genes in 2102Ep and NTera-2 cells after SOX2 knock-down. Excluded from the mutual group were the four oppositely deregulated genes. As shown, despite a large overlap between the two cell lines, significantly more genes were deregulated in 2102Ep cells than NTera-2 cells. **(B)** This chart displays the expression levels of all 26 EMT genes differentially expressed in 2102Ep and NTera-2 cells combined. Those denoted in red are targets of the 11 miRNAs in Table 2 as predicted by our analysis. Several of these were previously validated. Together with SOX2 these miRNAs and targets form a complex network of EMT regulation **(C)**. The EMT network compiled from predicted miRNA and gene interaction data from this study and previously established interactions. The thick arrows represent previously validated functional relationships, which include those predicted by this study, while the thin arrows are novel relationships predicted by this study alone. Red arrows represent transcriptional control by SOX2. Stripes without arrowheads or bars represent the previously validated transcriptional activation by SOX2 of genes that could be transcriptionally inhibited by SOX2 in our study. SOX2 binding sites were also found in the promoter regions of HAS2 and ZEB2 as per the ChIP data from Lister *et al.* and Boyer *et al.*[11, 12]*.*

We performed Monte Carlo analysis on the 2102Ep and NTera-2 differential gene expression datasets and cross-referencing with the results with the differential miRNA expression results revealed 10 miRNAs in 2102Ep cells *(mir-26a, miR-28, miR-30c, miR-148a, miR-200b, miR-517b, miR-518a-3p, miR-518b, miR-518c, miR-518f)* and two miRNAs in NTera-2 cells *(miR-200c and miR-367)* to be potential master regulators of their inversely regulated target genes. 

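MiR-148a and miR-26a fell and miR-28 rose in 2102Ep cells after SOX2 knock-down. The dCt of miR-148a, which is abundant in differentiated tissues such as liver, went from 1.40 ± 0.336 (SD, n = 3) in NC to 3.26 ± 0.417 in siSOX2 samples. Its log2 fold change was -1.86 (standard error 0.27, adjusted p = 0.0023 from limma). The C19MC members miR-518b (-1.04, adjusted p = 0.010), miR-518c (-1.74, adjusted p = 0.025) and miR-518f (-0.90, adjusted p = 0.027) also fell. For miR-518a-3p the log2 fold change was -1.30 (adjusted p = 0.10) and for miR-517b -0.95 (adjusted p = 0.20). MiR-26a had -0.79 (adjusted p = 0.023) and miR-28 0.78 (adjusted p = 0.046), while miR-30c had -0.29 (adjusted p = 0.39), and 0.06 with RNU44 and RNU48 as the reference. Of the 10 miRNAs of Table 2 in 2102Ep cells, all lay in the stated direction, 6 passed the adjusted threshold and 7 when adjusted over the list alone. With the replicate block 3 passed, and the calls of miR-28, miR-518c and miR-518f were lost. Both NTera-2 entries of Table 2 lay in the stated direction, with 0 past the adjusted threshold in limma and 2 at an unadjusted p of 0.05 or less (2 when adjusted over the list alone). The study chose these lists on the same samples, so this is not independent evidence. The call of miR-26a was lost without each sample other than NC replicate 3 in turn (adjusted p = 0.050 to 0.089), those of miR-28 (0.051 to 0.14) and miR-518f (0.051 to 0.086) without any 1 of the 6 samples, and that of miR-518c without NC replicate 1, NC replicate 3, siSOX2 replicate 1 or siSOX2 replicate 3 (0.061 to 0.089). With RNU44 and RNU48 as the reference the calls of miR-26a (-0.44, adjusted p = 0.25), miR-518b (-0.69, adjusted p = 0.12), miR-518c (-1.38, adjusted p = 0.057) and miR-518f (-0.55, adjusted p = 0.28) were lost. With U6 as the reference the calls of miR-26a and miR-28 were lost. With the global median those of miR-26a, miR-28 and miR-518f were lost. The target genes, from the gene expression arrays, were not analysed here.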

Certain human miRNA families are broadly conserved across many vertebrate species, while the evolutionary conservation of others is limited to mammals or mammalian species of close common ancestry. The corollary is that poorly conserved miRNAs may bind to poorly conserved target sites. To maximise the probability of identifying true miRNA targets we limited our scope to target sites of equal conservation to their respective miRNAs. While miR-26a, miR-30c, miR-148a, miR-200b, miR-200c and miR-367 are broadly conserved across vertebrate species, miR-28 is conserved only in mammals and miR-517b, miR-518f, miR-518b, miR-518c, miR-518a-3p, all as members of the C19MC polycistron, are found only in primates.

To identify high-probability gene targets we further filtered the results by microT-CDS and miRanda (August 2010 release) cross-analysis and removed any targets that were not predicted by either of these tools (2 cases) [56, 57]. The results are found in Table 2 and with the added prediction scores in Additional file 5: Table S5. The results reveal a combined set of 128 miRNA-target interactions with 85 unique genes potentially regulated by our significant set of miRNAs. Of these, 99 miRNA-target interactions are predicted by all three target prediction tools used in this study governing a high-confidence set of 75 unique genes, 19 of which have two or more high-confidence miRNA interactions. This portrays a dense network of interlinking miRNA-target regulation containing many previously validated miRNA targets (expressed in bold in Table 2) and many potentially new targets.

**Table 2:** **Significantly represented miRNAs in 2102Ep and NTera-2 data with their associated targets**

Cell line	miRNA	Fold change	Targets
2102Ep	miR-148a	-3.63	**ARRDC3** [58], ATP2B4, CHD7, ELMO1, FAM123B, H2AFY, HDGF, *HMGA2*, IL6ST, **ITGA5** [59], ***ITGB8*** [59], LIX1, NRP1, PREX1, *TEAD1*, TMEM54
	mir-26a	-1.73	ADAM19, AMOT, CDH2, CDH11, CSNK1G1, ENC1, ENPEP, HAS2, **HMGA2** [60], **HOXA5** [61], HOXA9, *LHX1*, ITGA5, ITGB8, **LEF1** [62], *LIFR*, **MAP2** [63], NID1, NRIP1, PLXNA2, *PRTG*, SSFA2, TFAP2A, USP3, WNT5A, ZSWIM6
	miR-200b	-1.48	*AHNAK*, ARRDC3, CDH11, CNKSR3, CNTFR, **EFNA1** [64], *EMP1*, **FN1** [65], **GATA2** [66], GLI3, HEG1, HOXA5, KIAA0101, MAP2, *MBNL3*, NKD1, NRIP1, NRP2, NTF3, PLXNA2, PRTG, ST6GALNAC5, *TEAD1*, **TFAP2A** [67], WWC3, **ZEB2** [68]
	miR-30c	-1.23	ACTC1, ADAM19, ADAMTS9, AHNAK, CAMK2N1, *CHD7*, CSNK1G1, CYP24A1, ELMO1, FAM123B, GRHL2, ITGA5, KIAA1024, *LHX1*, LIFR, MBNL3, NID1, NRIP1, *NRP2*, PLXNA2, *PRTG*, RARG, RASGRP3, RHOB, **SNAI1** [69], SNAI2, TBL1X, *TEAD1*, TIMP3, ZEB2, ZSWIM6
	miR-28	1.71	*DPF1* , IQSEC2, PRUNE2
	miR-517b	-1.94	*CACNG4*, *HOXA5*, NKD1, *PRTG*, *ZEB2*, *ZNF436*
	miR-518a-3p	-2.47	*FRAS1*, *IL13RA1*, *TEAD1*, *TGFBR3*
	miR-518b	-2.06	
	miR-518c	-3.33	
	miR-518f	-1.87	
NTera-2	miR-200c	-1.80	AHNAK, CITED2, *MBNL3*, **NTF3** [70], PLXNA2, PRTG, **SEMA6D** [71], YPEL2
	miR-367	-1.46	ATP2B4, CADM2, EOMES, HAND1, *MBNL3*, *PKDCC*, *SEMA6D*, SESN3

Genes in bold are previously confirmed targets of their respective miRNAs which also showed up in our data. Genes in cursive style are predicted by TargetScan and either microT-CDS or miRanda (August 2010 Release). All other genes were predicted by all three prediction tools.

Many genes related to EMT pathways were found to be regulated by several differentially expressed miRNAs. Of these, members of the miR-200 family have been the most extensively studied in this context [72]. We discovered that a group of 11 miRNAs in Table 2, all of which were downregulated, could target 14 differentially expressed EMT-related genes from both cell lines combined. Four of these miRNAs, miR-200b, miR-200, miR-30c and miR-148a, are established inhibitors of EMT and metastasis by targeting ZEB1 and ZEB2 (miR-200b/200c), TWF1 and VIM (miR-30c) and mesenchymal-to-epithelial transition (MET) (miR-148a) [68, 73, 74]. Additionally, miR-26a has targets that were verified in non-EMT studies, but which have independently established functions in EMT and metastasis. These include HMGA2 and LEF1 (miR-26a) [60, 62, 75]. Figure 3C illustrates a network of validated and novel SOX2-miRNA-target interactions found in this study. Some of these interactions are further detailed in the Discussion section.

### Meta-analysis of miRNAs with SOX2 binding sites in their promoter regions

To provide further insight into the miRNA transcriptome under direct control by SOX2, we cross-analysed our profiling data with existing genome-wide SOX2 ChIP data.

We first performed a meta-analysis of SOX2 transcription factor binding sites (TFBSs) in proximity of miRNA transcription start sites (TSSs). At the time of this study, no previously published SOX2 ChIP experiments were performed for hECC lines. Because of this we adopted a similar strategy used by Greber *et al*. and performed analysis with SOX2 ChIP data from hESCs as a substitute [23]. The assumption that SOX2 binds similar genomic loci in both hECCs and hESCs was based on the evidence supporting a phenotypic similarity between these cell types and further supported by functional studies which show that SOX2 has highly comparable roles in the maintenance and differentiation of these cell lines [23, 76]. Some differences do exist between hECC and hESCs on the genetic and transcriptomic level, but current research accepts that this is limited to the expression and alternative splicing of only a relatively small number of genes [77].

Two whole-genome hESC SOX2 ChIP datasets were included in the analysis; those previously published by Boyer *et al*., and Lister *et al.* [11, 12] *.* Lister *et al.* performed ChIP-Seq of the whole genome, while Boyer *et al.* used a more limited ChIP-on-chip based method which covered the -8 kb to +2 kb genomic regions relative to transcription start sites of 17,917 annotated genes.

Secondly, we compiled a list of TSSs from two resources: a dataset of miRNA TSSs identified by Bulik-Sullivan *et al*. and all host gene and miRNA TSSs from the miRStart database [78, 79]. All miRNAs with SOX2 binding sites 5 kb upstream or downstream from their miRNA TSS and, where applicable, their host gene TSS, were compiled and included in further analysis.

In total, 71 unique miRNA precursors were found to have one or more SOX2 binding sites (see Additional file 6: Table S6). We compared this set of miRNAs with all miRNAs that we found to be significantly down or upregulated in the 2102Ep and NTera-2 cell lines. From this analysis, 11 deregulated mature miRNAs in 2102Ep cells and 12 in NTera-2 cells were found to have proximal SOX2 binding sites as shown in Table 3. In NTera-2 cells, all these miRNAs were downregulated, while in 2102Ep cells this transcriptional activity was mixed. 

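Of the miRNAs whose precursors lie near a SOX2 site, some rose and others fell in 2102Ep cells, and 6 of 59 assays fell in NTera-2 cells. In 2102Ep cells miR-766 fell, with a log2 fold change of -2.32 (standard error 0.34, adjusted p = 0.0025). MiR-942 had -1.11 (standard error 0.39, adjusted p = 0.094) and miR-301a 0.83 (adjusted p = 0.082). In NTera-2 cells miR-1251 (-2.98, standard error 0.49, adjusted p = 0.025, 0.067 with the replicate block), miR-577 (-1.73, standard error 0.40, adjusted p = 0.031, 0.071 with the block) and miR-135b (-1.35, standard error 0.19, adjusted p = 0.0024, 0.016 with the block) fell. Over all assays of the 71 precursors, chosen by the study from binding data of other cells, 3 of 56 tested rose and 5 fell in 2102Ep cells (3 and 5 when adjusted over the list alone). In NTera-2 cells 0 of 59 rose and 6 fell (0 and 7 over the list alone), against 1 higher and 13 lower at an unadjusted p of 0.05 or less, and 2 were lower with the replicate block or the global mean and 3 with the global median or RNU44 and RNU48. The median log2 fold change of the list was 0.11 in 2102Ep (camera, adjusted p = 0.49) and -0.22 in NTera-2 cells (adjusted p = 0.54). In NTera-2 cells this median lay 0.05 above that of all assays although camera's direction was lower, and it was 0.03 with the global mean and 0.00 with the global median as the reference. MiRNAs of the list reached an unadjusted p of 0.05 or less in 13 of 56 assays (23.2%) in 2102Ep cells against 95 of 376 others (25.3%), two-sided Fisher's exact test p = 0.87. In NTera-2 cells these were 14 of 59 (23.7%) against 84 of 392 (21.4%), p = 0.74 in the same exact test. Of the entries of Table 3, 11 of 11 in 2102Ep and 12 of 12 in NTera-2 cells lay in the stated direction. Past the adjusted threshold were 7 and 6 (10 and 10 when adjusted over the list alone, and 7 and 2 with the block or the global mean). This is not independent evidence. The call of miR-1251 was lost without NC replicate 3 (adjusted p = 0.095), siSOX2 replicate 1 (0.085) or siSOX2 replicate 2 (0.077) and that of miR-577 without any 1 of the 6 samples (0.056 to 0.11). With the global mean both calls were lost (miR-1251 -2.48, adjusted p = 0.071, and miR-577 -1.23, adjusted p = 0.15). That of miR-577 was also lost with RNU44 and RNU48 (adjusted p = 0.057) and with the global median.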

Only miR-135b* and miR-181a-2* were commonly listed for both 2102Ep and NTera-2 cells. This signifies a difference between the two hECC lines in response to SOX2 downregulation.

**Table 3:** **MiRNAs with SOX2-binding sites in hESCs which were deregulated in 2102Ep and NTera-2 cells**

	Precursor	Mature miRNA	Fold-change	Distance to TSS	Expression EMT/MET	Validated targets × hECC data
**2102Ep**	hsa-mir-9-2	miR-9*	5.16	1887		
	hsa-mir-9-2	miR-9	3.83	1887	Up in EMT [80]	CDX2, ID2
	hsa-mir-181a-2	miR-181a-2*	3.05	-467		
	hsa-mir-424	miR-424	2.87	3042	Up in EMT [81]	
	hsa-mir-301a	miR-301	1.78	55		
	hsa-mir-182	miR-182	-2.08	-4286	Up in MET [82]	RARG, SNAI2
	hsa-mir-942	miR-942	-2.10	-126		
	hsa-mir-183	miR-183*	-2.32	-4286		
	hsa-mir-183	miR-183	-2.90	-4286	Down in EMT [83]	SNAI2
	hsa-mir-135b	miR-135b*	-3.04	4448		
	hsa-mir-766	miR-766	-5.04	-1234		
**NTera-2**	hsa-mir-19b-2	miR-19b	-1.35	-932		PRUNE2
	hsa-mir-22	miR-22	-1.58	-186	Up in EMT [84]	
	hsa-mir-324	miR-324-5p	-1.91	-2058		AHNAK
	hsa-mir-124-2	miR-124	-1.98	-5	Down in EMT [85]	
	hsa-mir-22	miR-22*	-2.02	-186		
	hsa-mir-7-1/7-3	miR-7	-2.27	-2262	Down in EMT [86]	
	hsa-mir-135b	miR-135b*	-2.33	4448		
	hsa-mir-135b	miR-135b	-2.56	4448		
	hsa-mir-181a-2	miR-181a	-2.61	-467	Up in EMT [87]	NANOG
	hsa-mir-577	miR-577	-3.31	1455		
	hsa-mir-181a-2	miR-181a-2*	-4.47	-467		
	hsa-mir-1251	miR-1251	-7.90	1717		

None of the miRNAs listed in Table 3 have been validated before as transcriptional targets of SOX2, revealing a novel network of miRNAs potentially directly regulated by SOX2 in pluripotent cells. In general, few miRNAs have so far been identified as direct transcriptional targets of SOX2 in human cells. Previous research efforts have focused on its regulation of the ESC-specific miR-302-367 cluster and recently SOX2 has been implicated in a direct negative feedback loop with the miR-200 family [88–90]. Despite the significant deregulation of miR-302c and miR-200b in 2102Ep cells and miR-200c and miR-367 in NTera-2 cells, none of these miRNAs were identified as SOX2 transcriptional targets in our data. 

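None of these 4 miRNAs passed the adjusted threshold of limma. In 2102Ep cells miR-302c, of the cluster that marks pluripotent cells, had a log2 fold change of 0.45 (standard error 0.20, unadjusted p = 0.052, adjusted p = 0.20), and miR-200b had -0.57 (standard error 0.31, unadjusted p = 0.097, adjusted p = 0.31). In NTera-2 cells miR-200c had -0.85 (standard error 0.26, unadjusted p = 0.0087, adjusted p = 0.095) and miR-367 had -0.55 (standard error 0.19, unadjusted p = 0.016, adjusted p = 0.13). Of the miR-302 cluster, 0 of 9 assays passed in each line (0 when adjusted over the list alone), with 0 at an unadjusted p of 0.05 or less in 2102Ep and 1 in NTera-2 cells. Its median was 0.00 in 2102Ep cells and -0.15 in NTera-2 cells, where it turned to 0.32 with the global mean and 0.27 with the global median as the reference. Of the miR-200 family, 0 of 5 assays passed in 2102Ep and 0 of 7 in NTera-2 cells (0 over the list alone in each), with 0 and 2 at an unadjusted p of 0.05 or less. The family's median was -0.51 in 2102Ep and -0.66 in NTera-2 cells (camera, adjusted p = 0.49 and 0.54). Fry, which tests whether the members move one way on balance, gave an adjusted p of 0.022 for the family in 2102Ep cells. There the family's median was -0.05 with RNU44 and RNU48 as the reference.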

The false negative result for the miR-302-367 cluster can be explained by the absence of identifiable TSSs for this cluster. However, two SOX2 binding sites were found in a <2000 bp proximity of the miRNA precursors, confirming previous reports. No SOX2 binding sites were in proximity to the TSSs of miR-200b and miR-200c as mapped by Boyer *et al*. and Lister *et al*.

A literature search revealed a substantial overlap of miRNAs potentially controlled by SOX2 as listed in Table 3 and miRNAs functionally linked to EMT or its counterpart, MET, in cancer or embryonic stem cell lines. Table 3 column ‘Expression during EMT/MET’ indicates the direction of differential expression during EMT or MET. With the exception of miR-22 and miR-181a in NTera-2 cells, the differential expression of all miRNAs listed in Table 3 correspond with their reported expression during EMT or MET.

Additionally, with the aid of miRTarBase, a repository of validated miRNA-target interactions, genes deregulated in 2102Ep and NTera-2 cells after SOX2 knock-down were included as previously validated targets [91]. Only interactions validated with strong evidence (reporter assay, Western blot or qPCR) were included. Notably, SNAI2/Slug, an important EMT gene, is upregulated in 2102Ep cells, while its previously validated miRNAs, miR-182 and miR-183, are downregulated. Both miRNA are members of the same miR-183-96-182 cluster in the genome. This potentially presents alternative route through which SOX2 controls SNAI2/Slug transcription (Figure 3C).

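MiR-183, miR-182 and miR-96, which are transcribed together and expressed in sensory organs, all fell in 2102Ep cells after SOX2 knock-down. MiR-183 had a log2 fold change of -1.54 (standard error 0.32, adjusted p = 0.011), miR-182 of -1.06 (standard error 0.24, adjusted p = 0.015) and miR-96 of -2.999 (standard error 0.73, adjusted p = 0.022). The dCt of miR-96 went from 12.3 ± 0.375 (SD, n = 3) to 15.3 ± 1.67. The minor strand miR-183* had -1.14 (standard error 0.43, adjusted p = 0.11). Of the 4 assays of the cluster, 3 fell (4 when adjusted over the list alone), with a median of -1.34 (camera, adjusted p = 0.020, and adjusted p = 0.34 with an estimated correlation). In NTera-2 cells 0 of 4 passed limma's test and 0 were at an unadjusted p of 0.05 or less, with 0.49 for miR-183, 0.37 for miR-182, 0.21 for miR-96 and a median of 0.29 (camera, adjusted p = 0.32). The response differed between the lines for miR-183 and miR-182, by -2.02 (adjusted p = 0.038, 0.091 with the replicate block) and -1.43 (adjusted p = 0.040, 0.071 with the block). Leaving out 1 of the 12 samples in turn ended this call in 8 of 12 fits for miR-183 and in 11 for miR-182. RNU44 and RNU48 as the reference also ended it for miR-183 (-1.57, adjusted p = 0.055) and miR-182 (-0.97, adjusted p = 0.12). For the cluster as a set, camera gave an adjusted p of 9.0e-05 for this difference, and adjusted p = 0.087 with an estimated correlation. In 2102Ep cells, the call of miR-96 was lost without NC replicate 1 (adjusted p = 0.058) or NC replicate 3 (0.084). That of miR-182 was lost without NC replicate 1 (0.063) or siSOX2 replicate 3 (0.053), and with RNU44 and RNU48 as the reference (0.11). The camera call of the cluster was lost with U6 on card A alone (adjusted p = 0.080), where 3 of the 4 assays were left, with a median of -1.50. Expression of SNAI2 was not analysed here.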

## Discussion

SOX2 is a major pluripotency marker and oncogene. Although previous studies have addressed the SOX2 transcriptional profile of protein-coding genes in both hESCs and hECCs [11, 12, 23], no study has yet profiled the SOX2 miRNA profile in human pluripotent cells. Successful previous attempts have mapped the direct transcriptional miRNA network of SOX2 in mouse ESCs and human GBM, but no integrated differential gene and miRNA expression analysis was performed and none exist in human pluripotent stem cells [1, 26]. The basis of this study was to attempt such analysis and to provide a platform for future SOX2 and pluripotency-linked miRNA-target discovery and validation.

ECCs have been previously used as a model to study cancer stemness, ESCs and embryonic development [37, 38, 40, 42, 77, 92]. As CSCs of embryonal carcinoma and teratocarcinoma, they have been subjects of cancer stemness studies, while their phenotypical similarities with ESCs have kept ECCs interesting to researchers who study embryonic development and ESC biology. Recently, these fields have converged in research which utilises ECCs as a model to investigate ESC and iPSC tumourgenicity and cancer cells expressing embryonic biomarkers [42, 77, 93].

### MiRNA profiling after SOX2 knock-down reveals a distinct phenotypes in 2102Ep and NTera-2 cells

We profiled the differential expression of 754 miRNAs in two SOX2 knock-down ECC lines. To our best knowledge, this is the first study to map a SOX2-linked miRNA network by a high-throughput method in human pluripotent cell lines. MiRNA profiling revealed the significant deregulation 99 and 62 unique mature miRNAs in 2102Ep and NTera-2 cells, of which only 18 were common between these groups, with four miRNAs of this subset oppositely deregulated. 

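The response to SOX2 knock-down differed between the lines for 17 of the 385 assays tested in both, of which 10 had a higher log2 fold change in 2102Ep than in NTera-2 cells and 7 a lower one. In 15 of them the log2 fold changes had opposite signs. The lines were transfected at different siRNA doses with different reagents. By the paper, more SOX2 mRNA was left in NTera-2 than in 2102Ep cells, with no SOX2 protein detected in either. No contrast between the responses of the lines given here can part these from the line itself. The difference in log2 fold change, 2102Ep minus NTera-2, was 1.497 for miR-27b, a tumour suppressor in Table 1 (standard error 0.27, adjusted p = 0.014 from limma's interaction contrast). It was 1.45 for miR-135b (standard error 0.27, adjusted p = 0.017), which had 0.10 in 2102Ep and -1.35 in NTera-2 cells, and 1.40 for miR-301b, chosen after its values were seen (standard error 0.25, adjusted p = 0.014). For the hypoxia-induced miR-210 it was -2.44 (standard error 0.48, adjusted p = 0.021), for miR-148a -1.63 (standard error 0.38, adjusted p = 0.040) and for miR-193b -1.37 (standard error 0.31, adjusted p = 0.038). MiR-375, which rose in both lines, differed by 1.00 (adjusted p = 0.090). At an unadjusted p of 0.05 or less 85 assays differed. Across the 385 assays, which are not independent replicates, the log2 fold changes of both lines had a Pearson correlation of 0.0874. With the replicate as a block 1 of the 17 passed, miR-181a-2* (adjusted p = 0.011). Leaving out 1 of the 12 samples in turn ended the call in 1 fit for miR-27b, 2 each for miR-135b and miR-301b, 4 for miR-210 and 9 each for miR-148a and miR-193b. The 17 became 11 without 2102Ep NC replicate 2, 7 without 2102Ep NC replicate 3, 26 without NTera-2 NC replicate 2, 5 without NTera-2 NC replicate 3, 4 without NTera-2 siSOX2 replicate 1 and 8 without NTera-2 siSOX2 replicate 2. They were 34 with RNU44 and RNU48 as the reference and 28 with an equal-variance test of each assay alone. With RNU44 and RNU48, however, the calls of miR-148a (adjusted p = 0.11), miR-182 (0.12), miR-183 (0.055), miR-193b (0.095) and miR-218 (0.084) were lost.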

The large difference in miRNA response to SOX2 knock-down signifies the phenotypic differences between the 2102Ep and NTera-2 cell lines which is further supported by the different miRNA profiles between undifferentiated 2102EP and NTera-2 cells.

However, the miRNA profiles in both cell lines showed certain features expected in hESCs after SOX2 silencing. 

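The C19MC cluster, a large miRNA cluster of primates, fell as a group in 2102Ep cells after SOX2 knock-down. Of its 38 tested assays 22 fell and 0 rose in limma's test (28 fell and 0 rose when adjusted over the list alone, with 28 lower and 0 higher at an unadjusted p of 0.05 or less). The log2 fold change was -2.20 for miR-516b (standard error 0.25, adjusted p = 0.0043), -1.77 for miR-520g (standard error 0.25, adjusted p = 0.0066), -1.48 for miR-512-3p (standard error 0.23, adjusted p = 0.0032) and -1.20 for miR-517c (standard error 0.17, adjusted p = 0.0023). The dCt of miR-517c went from 2.30 ± 0.136 (SD, n = 3) in NC to 3.498 ± 0.133 in siSOX2 samples. In all, 37 of the 38 lay below 0, with a median of -1.22. Against all other assays, camera gave an adjusted p of 9.2e-18 for the cluster, and adjusted p = 0.060 with an estimated correlation. Of the fixed lists, no call by camera in either line held with an estimated correlation. Fry gave an adjusted p of 8.3e-04. The replicate block left 15 assays lower. With RNU44 and RNU48 as the reference, 7 assays fell and the median was -0.84, which lay -1.27 from the median of all assays.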

In 2102Ep cells, several ESC-specific miRNAs were downregulated, most notably 28 members of the C19MC polycistron. 

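In NTera-2 cells 1 of 22 tested C19MC assays, miR-522, fell at an adjusted p under 0.05 and 0 rose (1 and 0 when adjusted over the list alone), and 7 were lower at an unadjusted p of 0.05 or less. MiR-517c had a log2 fold change of -0.53 (standard error 0.17, unadjusted p = 0.012, adjusted p = 0.11). MiR-520b had -0.88 (adjusted p = 0.12) and miR-517a -0.29 (adjusted p = 0.59). The median of the cluster was -0.48, with 19 of 22 below 0 (camera, adjusted p = 0.54). It lay -0.21 from the median of all NTera-2 assays, and it was -0.17 with the global mean as the reference. Leaving out 1 sample moved it to -0.22 without NC replicate 1 and to -0.74 without NC replicate 2. The 7 became 1 with the global mean or the global median and 4 without NC replicate 3 or siSOX2 replicate 1.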

In NTera-2 cells, this cluster is expressed, but only two of its miRNAs (miR-517c and miR-522) were downregulated. C19MC is located on chromosome 19q13.42 and conserved to primates only. In normal tissue, its miRNAs are specifically expressed in ESCs, ECCs and placental tissue. Although the precise function of C19MC is still quite elusive, its expression is rapidly lost during early ESC differentiation [94]. However, C19MC re-expresses in several cancer types and in particular embryonal brain tumours in which it activates an early developmental program by driving global methylation changes [95]. 

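The C19MC cluster had a lower median log2 fold change in 2102Ep than in NTera-2 cells over the 22 assays tested in both, -1.14 against -0.48, a difference of -0.67. Assay by assay, 19 of 22 responded lower in 2102Ep cells, with a median difference of -0.63. For miR-517c the difference, 2102Ep minus NTera-2, was -0.67 (adjusted p = 0.14), and for miR-522 it was 0.92 (adjusted p = 0.089). The count of members that differed on their own at an adjusted p under 0.05 in limma was 0, with 10 at an unadjusted p of 0.05 or less. As a set, camera on the interaction contrast gave an adjusted p of 1.4e-06, and adjusted p = 0.10 with an estimated correlation. Fry gave an adjusted p of 0.077. Without NTera-2 NC replicate 2 the difference of the medians was -0.40. It was -0.23 with RNU44 and RNU48 as the reference and -0.95 with the global mean. In 100 splits of the samples, 21 gave a difference as far from 0, the real one included, so chance cannot be excluded for it. These include splits that keep the arms of 2102Ep cells, and so its whole fall, and splits that break them. In NC cells C19MC was present at a lower level in NTera-2 than in 2102Ep cells, with a difference of -5.97 for miR-517c.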

The downregulation of C19MC after SOX2 knock-down in 2102Ep cells and its its apparent resistance to this in NTera-2 cells aligns the phenotype of the former cell line closer to that of hESC differentiation than the latter.

### MiRNA profiling after SOX2 knock-down expands the autoregulatory network of core pluripotency factors

The differential expression of three miRNAs, miR-9*, miR-145 and miR-126, which have previously been validated to target SOX2, suggests the possible existence of novel autoregulatory loops between SOX2 and miRNAs it directly or indirectly regulates. MiR-9*, which is upregulated in 2102Ep (Figure 2A), and miR-145 and miR-126, which are upregulated and downregulated in NTera-2 respectively (Figure 2B), all have been validated to repress SOX2 [18, 96–98]. 

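MiR-9*, the minor strand of the neural miRNA miR-9, rose in 2102Ep cells, and miR-145, a miRNA of smooth muscle, rose in NTera-2 cells. The dCt of miR-9* went from 0.135 ± 0.417 (SD, n = 3) in NC to -2.12 ± 0.0554 in siSOX2 samples of 2102Ep. This was a log2 fold change of 2.26 (standard error 0.22, adjusted p = 2.6e-04 from limma). In NTera-2 cells the dCt of miR-145 went from 10.5 ± 0.448 to 9.01 ± 0.163 (SD, n = 3). Its log2 fold change was 1.49 (standard error 0.26, adjusted p = 0.012, 0.071 with the replicate block). MiR-126, a miRNA of endothelial cells, had -0.54 in NTera-2 cells (standard error 0.18, unadjusted p = 0.015, adjusted p = 0.12). In the respective other line miR-9* had 0.12 (adjusted p = 0.82), miR-145 had 0.57 (adjusted p = 0.26) and miR-126 had -0.14 (adjusted p = 0.73). The response differed between the lines by 2.13 for miR-9* (standard error 0.31, adjusted p = 0.0046, 0.061 with the block). For miR-145 (-0.92, adjusted p = 0.22) and miR-126 (0.41, adjusted p = 0.42) the difference did not pass. The authors' unequal-variance test, chosen after the values were seen, ended the call of miR-9* (adjusted p = 0.11, with 1.2e-04 to 0.11 over all alternatives).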

While the downregulation of miR-126 points towards a negative feedback mechanism, the upregulation of miR-9*, which has a proximal SOX2 binding site in its promoter region (Table 3), and miR-145 indicates the existence of positive feedback loops. In fact, Fang *et al*., who found similar deregulation of miR-145 upon the knock down of SOX2 in GBM cells, proposed this association [1].

Expanding these autoregulatory networks beyond the direct targeting of SOX2 reveals additional regulatory connections between SOX2-targeted miRNAs (Table 3) and regulators of SOX2 expression. The pluripotency factor NANOG reciprocally induces SOX2 expression and both can cooperatively enhance their own expression in stem cells, including ESCs, ECCs and CSCs [99, 100]. As expected, NANOG was similarly downregulated in both ECC lines in this study. In hematopoietic stem cells, miR-181a-2*, a member of the miR-181 family and deregulated in both 2102Ep and NTera-2 cells, can directly target NANOG [101]. The expression of the miR-181 family increases during early hESC differentiation and has previously been identified as regulators of stem cell differentiation, including that of hESCs and CSCs [102–105]. We found that the miR-181a/-2a* precursor contains a SOX2 binding site in close proximity to its TSS (Table 3), suggesting its direct regulation of these miRNAs. 

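MiR-181a-2* rose in 2102Ep cells and fell in NTera-2 cells. In 2102Ep its dCt went from 1.75 ± 0.369 (SD, n = 3) in NC to 0.0645 ± 0.446 in siSOX2 samples, a log2 fold change of 1.68. The standard error was 0.31 and limma's adjusted p was 0.0066. In NTera-2 cells its dCt went from 7.34 ± 0.397 to 9.50 ± 0.282 (SD, n = 3). There the log2 fold change was -2.16 (standard error 0.31, adjusted p = 0.0025, 0.012 with the replicate block). The response differed between the lines by 3.84 (standard error 0.44, adjusted p = 0.0019, at most 0.011 over the alternatives). The other strand, miR-181a, had a log2 fold change of 1.31 in 2102Ep cells (standard error 0.93, unadjusted p = 0.19, adjusted p = 0.45), with a dCt of 8.69 ± 0.482 in NC and 7.38 ± 2.39 in siSOX2 samples (SD, n = 3).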

MiR-181a-2* was upregulated in 2102Ep cells, while its complement strand miR-181a was similarly upregulated just outside the minimal threshold of statistical significance (not shown). If miR-181a-2* targets NANOG during 2102Ep differentiation, this would present an alternative mechanism of NANOG regulation by SOX2 in this ECC line, and possibly other cell lines.

### Integrated analysis reveals a distinct EMT miRNA-target regulatory network

From a statistical cross-analysis of miRNA and gene profiling data we identified 12 miRNAs that controlled a combined set of 85 deregulated genes, of which 75 were predicted by three computational target prediction tools. This set was enriched with a subgroup of 17 genes involved in EMT (Figure 3C). SOX2 has recently been directly linked to EMT and metastasis in cancer, and as an oncogene is considered to be a promoter of EMT during disease progression [3, 106–108]. Although the precise mechanisms by which SOX2 contributes are still quite elusive, its cancer stem cell regulatory and EMT functions probably overlap. So far, one study found that its transcriptional regulation of the Wnt/β-catenin pathway was a contributing factor [108]. Recent evidence suggests that EMT could attribute to the generation of CSCs, possibly further implicating SOX2 in a network of tumorigenesis and progression though its expression in a cancer cell subpopulation [109, 110].

From our results we present an expanded network of miRNA interactions, directly and indirectly regulated by SOX2, that could govern EMT during embryonic development and in CSCs. The significant representation of known and putative miRNA inhibitors of EMT with validated EMT targets (miR-200b, miR-200c, miR-30c, miR-148a and miR-26a) provides functional significance to the wider SOX2-regulated miRNA-target network revealed in this study. Furthermore, independent from the statistical target analysis, miR-9/9*, a highly characterised promoter of EMT and upregulated in 2102Ep cells, has a SOX2-binding site in its promoter region (Table 3), further revealing a SOX2-linked miRNA EMT network [80].

This network includes highly characterised mesenchymal markers such as ZEB2, LEF1, FN1 (fibronectin), CDH2 (N-cadherin), SNAI1 (Snail) and SNAI2 (Slug). Nearly all genes in this upregulated group of genes are promoters or effectors of EMT. The exception is CDH1/E-cadherin in NTera-2 cells, which normally downregulates during EMT, while it is upregulated in our dataset. The latter cannot be fully explained without further experimentation. Overall, the results demonstrate a miRNA link between SOX2 and EMT-related genes in 2102Ep cells. In a recent study, Cimadamore *et al*. demonstrate that the differentiation of hESCs to sensory neurons rely on a transient up- and downregulation of SOX2 expression [22]. SOX2 expression reduces during the initial differentiation and EMT of hESCs to neural crest cells after which SOX2 is re-expressed during the differentiation of these cells towards neuronal progenitors. The induction of EMT genes in 2102Ep cells represent the first phase of this differentiation program and the detailed network of miRNA-target interactions we present in our study could assist this process. Furthermore, despite their pluripotency, NTera-2 cells appear have a limited capacity of undergoing this transformation or perhaps represent a more progressed phenotype along this differentiation program as suggested by the upregulation of CDH1/E-cadherin and the downregulation of NRP1. The induction of a combined gene and miRNA EMT programme by SOX2 knock-down in 2102Ep cells suggest the activation of a form of Type 1 EMT.

### MiRNA promoter analysis links SOX2 transcriptional function to validated EMT miRNAs

The characterisation of a miRNAs with SOX2 binding sites in their promoter region yielded a subset of deregulated miRNAs in 2102Ep and NTera-2 that are highly probable to be transcriptionally regulated by SOX2. 9 miRNAs have been previously validated as functional activators or inhibitors of EMT or MET. In 2102Ep cells, inhibitors of EMT, miR-9 and miR-424, and an activator of MET, miR-182, are all upregulated. Conversely, an inhibitor of EMT, miR-183, is downregulated. This further supports the hypothesis of SOX2 as a regulator and an inhibitor of Type 1 EMT in 2102Ep cells. 

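In 2102Ep cells miR-424, a member of the miR-16 family, rose with a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.0043 from limma). The neural miRNA miR-9 had 1.18 (standard error 0.60, unadjusted p = 0.076, adjusted p = 0.26), with a dCt of 1.74 ± 1.47 in NC and 0.555 ± 0.436 in siSOX2 samples (SD, n = 3). Without NC replicate 1 it passed (log2 fold change 2.03, adjusted p = 0.0078). MiR-182 was below 0 in 2102Ep cells in every comparison of the siSOX2 and NC means, under each of the reference RNAs (-1.18 to -0.71 over the alternatives). It was above 0 in NTera-2 cells (0.17 to 0.60). The response of miR-424 differed from that in NTera-2 cells, where it was -0.22 (adjusted p = 0.69), by 1.74 (standard error 0.36, adjusted p = 0.028, 0.071 with the replicate block). This call ended in 5 of the 12 fits that left out 1 sample. For miR-9 the difference between the lines was 0.84 (adjusted p = 0.66).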

In NTera-2 cells, miR-124-3p, miR-7, miR-22 and miR-181a are downregulated. However, only miR-124-3p and miR-7 are inhibitors of EMT, while miR-22 and miR-181a are activators. 

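In NTera-2 cells miR-7 fell after SOX2 knock-down, with a log2 fold change of -1.18 (standard error 0.26, adjusted p = 0.027, 0.054 with the replicate block). MiR-124, a miRNA of neurons, had -0.98 (standard error 0.28, unadjusted p = 0.0052, adjusted p = 0.072), and passed without NC replicate 1 (adjusted p = 0.046). MiR-181a had -1.38 (standard error 0.93, unadjusted p = 0.17, adjusted p = 0.45) and miR-22 had -0.66 (standard error 0.64, unadjusted p = 0.32, adjusted p = 0.64). The response did not differ between the lines at an adjusted p under 0.05 for miR-7 (0.85, adjusted p = 0.22), miR-124 (0.81, adjusted p = 0.27), miR-181a (2.69, adjusted p = 0.27) or miR-22 (-0.23, adjusted p = 0.92). The call of miR-7 was lost without each sample other than siSOX2 replicate 2 in turn (adjusted p = 0.058 to 0.098) and with each other reference (0.078 to 0.31), with a log2 fold change of -0.68 for the global mean (adjusted p = 0.31).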

As indicated by the differential expression of certain genes in NTera-2 cells, this could be representative of a more progressed phenotype. This has been suggested before, for despite their pluripotent nature, NTera-2 cells appear to be intrinsically primed towards neural differentiation, a process also governed by SOX2 [22, 111, 112]. Unbiased screening of the miRNAs in Table 3 with validated targets from miRTarBase yielded only few genes that were deregulated in 2102Ep and NTera-2 cells. It is possible that functional response of targets of these miRNAs is delayed or that these miRNAs confer their functionality through translational repression. Furthermore, curated databases such as miRTarBase only represent a fraction of the results in the literature and, as such, several validated targets may been missed.

A direct association between master regulator miRNAs (Table 2) and miRNAs with SOX2 binding sites in their promoter regions (Table 3) could not be found. This may be due to the high stringency of statistical approach to identifying master regulator miRNAs taken in this study rather than an alternative SOX2 binding profile to miRNA promoter regions. Despite this, the master regulators, miR-200b, miR-200c and miR-367, have been previously established transcriptional targets of SOX2, indicating that this transcription factor could have a large influence on the targets of these miRNAs through their genomic regulation [88–90].

## Conclusion

In this study we profiled the SOX2-linked miRNAome and its associated regulatory network in pluripotent and nullipotent cancer stem cells. The findings add to a growing body of results that map the cell and context specific multifunctionality of SOX2 in the maintenance and direction of stem cell phenotypes. The results presented in this study suggest a miRNA link between SOX2 and Type 1 EMT markers in the 2102Ep ECC line. The apparent role of SOX2 as an inhibitor of EMT during embryonic development is opposite of its role as a promoter EMT in metastatic neoplasms, even though many of the same miRNAs are involved. Future research could further and individually validate the presented miRNAs and targets in relation to SOX2-linked EMT, embryonic development and cancer.

## Methods

### Cell culture and functional transfections

For this study we compared two hECC lines; 2102Ep and NTera-2 (kind gifts from Prof. Peter Andrews, University of Sheffield). These cell lines have a high turn-over and remain in an undifferentiated state at high density. The cells were grown in growth medium containing high-glucose DMEM supplemented with 10% FCS and 2% penicillin-streptomycin (Lonza, Switzerland). For experimentation, six-well plates were seeded 24 hours prior to oligonucleotide transfection in growth medium without antibiotics. This study did not involve human samples or data and as such did not require ethical approval.

SOX2 knock-down was performed with a pre-designed Silencer^®^ Select siRNA *(s13295, Life Technologies, USA)* with a sense sequence of AGUGGAAACUUUUGUCGGATT and an anti-sense sequence of UCCGACAAAAGUUUCCACUCG. In NTera-2 cells, functional transfections were performed as per manufacturers’ protocols with 30 nM siRNA and Lipofectamine^®^ RNAiMAX^®^*(Life Technologies, USA)*. For 2102Ep cells, 15 nM siRNA with Lipofectamine ^®^ 2000 *(Life Technologies, USA)* was sufficient. As a negative control, samples transfected with the non-targeting siRNA, Silencer^®^ Select Negative Control #1 were included. Vehicle controls, absent of any siRNA, and non-transfected controls, absent of any transfection agent or siRNA, were also included to test the effects of the transfection components. The cells were forward transfected in a serum-free medium containing Opti-MEM^®^ I, transfection agent and siRNA for 6 hours at 37°C. The medium was replaced with normal growth medium and the cells were incubated in appropriate conditions for 72 hours with a daily medium refresh after which the cells were harvested for Western blot and RNA expression analysis.

### Validation of SOX2 knock-down

Successful knock down of SOX2 by siRNA was assessed by measuring relative mRNA and protein levels with qRT-PCR and Western blot respectively. Briefly, total RNA and protein samples were isolated and purified from the cells using the miRVANA^®^ PARIS system (Ambion, USA). MRNA expression was determined using the the TaqMan^®^ qRT-PCR system (Applied Biosystems, USA) as per manufacturer’s protocols. Relative quantification with the 2^-ΔΔCt^ method, as summarised by Livak and Schmittgen [113], was used to compare mRNA expression in the functional samples compared to the negative controls. Primer/probe pairs were used to measure the expression of SOX2 *(Hs00602736_s1, Applied Biosystems, USA)* and an endogenous normalisation control, GAPDH *(4331182, Applied Biosystems, USA)*. The RNA samples were used for down-stream gene and miRNA analysis. Western blot was performed with standard methods, using the enhanced chemiluminescence developed previously by Haan and Behrmann [114] *.* For probing, primary antibodies were used against SOX2 *(ab75485, AbCam, UK)* and the endogenous normalisation control, GAPDH *(ab8245, AbCam, UK)*.

### MicroRNA expression analysis

Whole-miRNAome analsysis was performed with the TaqMan^®^ Array Human microRNA system *(Applied Biosystems, USA)* as per manufacturer’s protocols. This provided a high-throughput method to quantitatively screen the expression of 754 unique miRNAs, covering the broad majority of human miRNAs in the Sanger miRBase v14 miRNA database [44]. For this, cDNA prepared from the sample RNA underwent qRT-PCR on a pair of 384-well plates containing lyophilised primer/probe pairs. Three biological replicates were analysed for both functional and negative control samples. To enhance the detection of low-concentration miRNAs, a pre-amplification step was included using the TaqMan PreAmp Master Mix with the Megaplex PreAmp Primers *(Applied Biosystems, USA)*. The manufacturer’s DataAssist 3.0 software was used to batch-analyse the expression results. MiRNAs that were deregulated with a P-value of ≤0.05 were included in the final dataset.

### Gene array analysis

The Affymetrix GeneChip Human Gene 1.0 ST array platform was used to study the differential expression of 28,132 transcripts. RNA integrity was measured with the 2100 Bioanalyzer microfluidics station *(Agilent, USA)* according to manufacturer’s protocols. The preparation and labelling of sense cDNA was performed to manufacturers’ protocols with the WT Expression Kit *(Ambion, USA)* and the GeneChip WT Terminal Labeling kit *(Affymetrix, USA)*. Hybridisation, washing and staining was performed with Hybridization, Wash and Stain Kit *(Affymetrix, USA)*. Scanning and quality control analysis was performed on the GeneChip Scanner 3000 7G *(Affymetrix, USA)* with the manufacturer’s propriety software using the robust multi-array average analysis. Three biological replicates were performed with both the functional and negative control samples. Computational expression analysis was performed using the open-source R *(CRAN)* package, Bioconductor 2.9 with the limma (Linear Models for Microarray Data) add-on [115]. Gene array results were subsequently validated with qRT-PCR. To reduce the chance of false positive results from downstream analysis, differentially expressed genes included in the final dataset were those that were ≥2-fold deregulated with a P-value of ≤0.01 and false discovery rate value of ≤0.05.

### Gene and miRNA annotation analysis and network mapping

To categorise genes by function, we primarily performed gene ontology analysis using DAVID Bioinformatics Resources 6.7 [49]. On significant findings from DAVID and on unannotated genes we performed further literature searches for gene functionality using a defined list of MeSH terms which included those related to ESCs, EC cells, CSCs, differentiation, embryonic development, EMT and cancer. Figure 3C was compiled from miRNA-target interactions and SOX2 binding sites predicted in this study. Figure 3C was further enriched with previously validated transcriptional and post-transcriptional interactions between miRNAs, EMT genes and SOX2 as described in Table 2, Table 3 and the text.

### Integrated gene and miRNA cross-analysis

To find a functionally enriched set of miRNAs that are predicted to target the set of significantly deregulated genes, we adapted a Monte Carlow algorithm previously successfully used by Stone *et al.* and Bulik-Sullivan *et al.* [47, 79] *.* Briefly, genes with at least one miRNA target site in TargetScan 6.0 were randomly selected from the human genome. The number of random genes selected was equal to the size of each group of upregulated or downregulated genes in 2102Ep and NTera-2 cells. From this set the number of genes that each human miRNA in the TargetScan 6.0 database was predicted to target was calculated. From this a weighted score was calculated based on the number of predicted target site per 3′UTR, the distance between target sites and the type of predicted hybridisation. This simulation was repeated 10,000 times to calculate a background distribution of the number of genes each human miRNA is predicted to target. This distribution was subsequently used to calculate an empirical p-value for the predicted number of upregulated or downregulated target genes in 2102Ep and NTera-2 cells. To account for the differences in average 3′UTR length between these four groups and their respective groups of randomly selected genes, the number of predicted target genes was normalised against the average 3′UTR length of the randomly selected genes. To establish additional confidence in the probability of the generated miRNA-target interactions, all miRNAs were further screened for their targets using the microT-CDS and miRanda (August 2010 release) computational target prediction tools [56, 57]. For microT-CDS a threshold of ≥0.4 was set (a ‘medium-good’ setting according to the authors), while for miRanda a mirSVR maximum of ≥0.1 (a ‘good’ setting according to the authors) was applied.

### Supporting data

The data sets supporting the results of this article are included within the article and its Supplementary Tables.

## Electronic supplementary material

Additional file 1: Table S1: Differentially regulated miRNAs in 2102Ep and NTera-2 cells. All differentially regulated miRNAs after SOX2 knock-down in 2102Ep and NTera-2 cells.

Additional file 2: Table S2: MiRNA expression in undifferentiated NTera-2 cells compared to undifferentiated 2102Ep cells. All differentially regulated miRNAs between the two hECC cell lines in their undifferentiated, unaltered state.

Additional file 3: Table S3: Genes deregulated in 2102Ep and NTera-2 cells after SOX2 knock-down. All genes differentially regulated in 2102Ep and NTera-2 cells three days after SOX2 knock-down. Including a table with genes deregulated in both cell lines.

Additional file 4: Table S4: DAVID Bioinformatics Resources 6.7 Output for 2102Ep and 2102Ep cells. Gene annotation analysis of all deregulated genes in 2102Ep and NTera-2 cells by DAVID Bioinformatics Resources 6.7.

Additional file 5: Table S5: Predicted miRNA-target interactions by master regulator miRNAs. Master regulator miRNAs and their targets as predicted by our statistical analysis and further enhanced by microT-CDS and miRanda prediction with prediction scores included.

Additional file 6: Table S6: MiRNAs with proximal SOX2 TFBSs. All miRNAs with TSSs close to SOX2 TFBSs as defined by the criteria outlined in the study. The table includes miRNA TSS coordinates and SOX2 TFBS coordinates.

## Abbreviations

ChIP: Chromatin immunoprecipitation
ChIP-seq: ChIP-sequencing
CSC: Cancer stem cell
ECC: Embryonal carcinoma cell
EMT: Epithelial-to-mesenchymal transition
ESC: Embryonic stem cell
GBM: Glioblastoma multiforme
hECC: Human embryonal carcinoma cell
hESC: Human embryonic stem cell
iPSC: Induced pluripotent stem cells
MET: Mesenchymal-to-epithelial transition
NC: Non-targeting siRNA
NTC: Non-transfected control
oncomiR: Oncogenic miRNA
qRT-PCR: Quantitative real-time PCR
siSOX2: SOX2 siRNA
SOX: SRY-related HMG-box
TFBS: Transcription factor binding site
TSS: Transcription start site
VC: Vehicle control.

How the deposited data were processed for this re-analysis (not part of the article)

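MiRNA levels were measured on TaqMan array cards in 12 samples, 3 each of 2102Ep NC, 2102Ep siSOX2, NTera-2 NC and NTera-2 siSOX2, all labelled as biological replicates. RNA was taken on day 3. The authors deposited 3 tables. In the first, raw Ct values are on the log2 scale (1 cycle is about 1 unit) and were exported by the authors from DataAssist 3.0 without normalization. In the second, dCt values, also on the log2 scale, were made by the authors by subtracting a constant per sample and card from the raw Ct. The third, as deposited, holds the fold change of siSOX2 over NC per line, a ratio made by the authors as 2 to the power of minus ddCt, with an unadjusted p-value of their comparison of the dCt values. The raw Ct table held 507 rows, 6 of them for controls, and the dCt table 501 assays. Raw Ct minus dCt was 1 constant per sample and card, within a tolerance of 0.02 cycles, in 100% of the values of 11 columns and in the upper part of the column of 2102Ep siSOX2 replicate 3. From row 106 on, 0.592% of that column's raw values lay at the constant as placed and 99.7% of 339 values did after each was moved by 1 measured row, so raw Ct was recovered there as dCt plus the constant. This could not be done for the 6 control rows, which have no dCt. The constants were traced to miR-16 and U6 (card A) and to miR-16-1*, RNU48 and U6 (card B of NTera-2). For card B of 2102Ep they were taken as given. These p-values equalled a two-sided unequal-variance test of the dCt within 0.0002 in 420 of 432 assays of 2102Ep and 444 of 451 of NTera-2 cells.

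A value counted as measured where the dCt was a number and the raw Ct lay below 40. Across all 6 samples of a line, 413 assays were measured in 2102Ep and 445 in NTera-2 cells. Assays with a dCt in at least 2 of 3 samples of each arm were tested on the log2 scale (minus dCt) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, 4 group means over all 12 samples). Contrasts were siSOX2 minus NC in each line and the difference of these between the lines. The undifferentiated lines were compared on the 6 NC samples after setting each raw Ct against the sample's mean over the assays measured in all of them, per card. P-values were adjusted with the Benjamini-Hochberg method within each comparison, and calls were made at an adjusted p under 0.05. Counts at an unadjusted p of 0.05 or less use the threshold of the paper's methods. Confidence intervals of shares are exact 95% binomial intervals. The chance of overlap between the lines was taken from the hypergeometric distribution per direction, and Fisher's exact test compared the SOX2-site list with all other assays. No replicates shared identical values (0 pairs), and the correlation of dCt between replicates lay between 0.9405 and 0.9892. Precision is limited by the number of samples and by the Ct of weak assays, since pre-amplified PCR gives no molecule counts.

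Fixed lists were C19MC, the miR-302 cluster (with miR-367), the miR-371 cluster (miR-371, miR-372 and miR-373), miR-17-92 and paralogs, the miR-200 family, the let-7 family, the miR-183 cluster (miR-183, miR-96 and miR-182), DLK1-DIO3, the miR-506 cluster (miR-506 to miR-514), neural, mesenchymal and muscle, endoderm, HOX cluster, blood and serum, and the SOX2-site list (71 precursors of Table S6 with 62 assays). Each was tested with camera (inter-gene correlation 0.01, and an estimated one as an alternative) and fry over the assays measured in all 6 samples of a line, adjusted over all lists. The lists of Tables 1 to 3 came from the study. The comparisons, tests, lists, alternatives and the rule for named miRNAs were set before the data were examined. That rule took, in each of 3 comparisons, the 8 largest rises and 8 largest falls past the adjusted threshold with non-overlapping arms, filled up at an unadjusted p of 0.05 or less, every miRNA the paper names, and list members past the threshold (109 assays). The values of Tables S1 and S2 had been seen when it was written.

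The alternatives were other reference RNAs (U6, the global mean, the global median, or RNU44 with RNU48), a mean raw Ct of 35 or less or 32 or less, complete assays only, unmeasured values set to Ct 40, an equal-variance test of each assay alone, the 6 samples of a comparison alone, eBayes with a trend, a replicate block, the deposited dCt for the undifferentiated lines, and each sample left out in turn, where a group with 2 samples left shares the spread of the others. The authors' unequal-variance test and a filter on raw Ct under 10 were added after the data were seen. Whether replicate numbers pair samples was checked on the residual dCt. NC and siSOX2 samples of the same number correlated by 0.104, 0.252 and 0.161 across assays in NTera-2 cells, and by 0.162, 0.182 and 0.0637 in 2102Ep cells. Those of different number reached at most 0.0444 in NTera-2 and 0.0364 in 2102Ep cells. The replicate block is therefore set beside the results of NTera-2 and some of those of 2102Ep cells. The steps were tested on simulated dCt with 200 changed assays in each of 10 draws, of 433 in 2102Ep, 452 in NTera-2 cells and 386 for the difference. They called 53.5% of changes of 1 and 85.5% of changes of 2 (log2) in 2102Ep, 47.2% and 79.9% in NTera-2 cells, and 38.0% and 76.1% for the difference between the lines. All calls of changed assays (100%) had the right direction, and unchanged assays made up 2.76%, 2.98% and 1.36% of calls. The data gave 61, 25 and 17 calls. With so many more assays changed in the simulation, these shares are low by design. They do not carry over to the real calls. A C19MC shift of -1 was called in 10 of 10 draws, and 0 other lists were called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Not analysed here were SOX2 mRNA, the gene expression arrays and the binding data. No genome positions were used.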

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

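The tests of explanations in this part, and the sorting of splits by the arms or pairs they keep, were chosen only after the result was seen, whereas the counts over all splits of the samples were set before.

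The response to SOX2 knock-down differed between the lines, by limma's interaction contrast at an adjusted p under 0.05, for 17 miRNAs. For these and for the clusters below, siRNA dose, reagent and, by the paper, the SOX2 mRNA left differed along with the line. Their part in the differences was not tested. As 2102Ep minus NTera-2 on the log2 scale, it was higher in 2102Ep cells for miR-181a-2* (3.84), miR-374a* (2.53), miR-9* (2.13), miR-1197 (2.06), miR-424 (1.74), miR-545* (1.52), miR-27b (1.497), miR-135b (1.45), miR-301b (1.40) and miR-504 (1.37). It was lower there for miR-210 (-2.44), miR-183 (-2.02), miR-184 (-1.995), miR-148a (-1.63), miR-218 (-1.50), miR-182 (-1.43) and miR-193b (-1.37). MiR-545*, miR-301b and miR-504 were singled out after their values were seen. The difference of miR-374a* reversed to -2.68 with unmeasured values at Ct 40. On card B the dCt of the lines rests on unlike references. With the global mean for both lines, the calls of miR-1197 (adjusted p = 0.051), miR-374a* (0.12), miR-545* (0.084) and miR-504 (0.084) were lost. Those of the other miRNAs listed were kept. With RNU44 and RNU48 the calls of miR-148a (adjusted p = 0.11), miR-182 (0.12), miR-183 (0.055), miR-193b (0.095) and miR-218 (0.084) were lost. In 100 splits of the samples, 3 gave as many, the real one included (real 17, highest other 41). These splits leave the replicate pairing aside. Those that break the arms remove the knock-down response itself, so the count cannot tell a difference between the lines from any response. Of the 41 splits that part all 3 NTera-2 pairs, as the real one does, 2 gave as many, and so did 2 of the 18 that part all pairs in both lines, which are too few for a share under 0.05. Of the 2 splits with more, the one with 35 kept the arms of 2102Ep cells alone. The one with 41 kept the arms of both lines and exchanged the NTera-2 labels. It therefore tests the sum of the responses of both lines and is not a random regrouping, although the counts above include it. The highest count among splits that kept the arms of no line was 1. The 17 became 1 with the replicate as a block, 11 without 2102Ep NC replicate 2, 7 without 2102Ep NC replicate 3, 26 without NTera-2 NC replicate 2, 5 without NTera-2 NC replicate 3, 4 without NTera-2 siSOX2 replicate 1 and 8 without NTera-2 siSOX2 replicate 2.

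Most changed miRNAs were lower in NTera-2 cells (79.6% of those at an unadjusted p of 0.05 or less). A change of miR-16 or U6 alone is only weakly argued against as the whole cause, since the median log2 fold change of all NTera-2 assays was -0.31 with RNU44 and RNU48 as the reference. The arms were barely apart there, with a median shift of -0.129 in siSOX2 replicate 3 and -0.120 in NC replicate 2. On card B, RNU48 is also part of the deposited constant, so the reference is not independent of it. A shift common to all assays remains open, because relative quantities on these cards cannot tell it, in input or in total miRNA, from many separate decreases. Assays above an unadjusted p of 0.05 had a median of -0.19, which decides nothing, since the change itself sorts these assays; over them siSOX2 replicate 3 (-0.0431) did not lie below NC replicate 1 (-0.0878). A loss of SOX2-dependent miRNAs, as the paper proposes, stays open too. Of the SOX2-site list, 22.0% were lower at an unadjusted p of 0.05 or less in NTera-2 cells, against 16.6% of other assays (Fisher's exact test, p = 0.35). This does not decide it, since the list comes from binding data of other cells.

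C19MC was lower in 2102Ep cells (camera, adjusted p = 9.2e-18, and 0.060 with an estimated correlation). Its response differed between the lines by a median of -0.63, 2102Ep minus NTera-2 (camera, adjusted p = 1.4e-06, and 0.10 with an estimated correlation; fry, adjusted p = 0.077), with 0 of 22 members past limma's adjusted threshold on their own and 10 at an unadjusted p of 0.05 or less. For the fall in 2102Ep cells, a change of the reference RNAs is argued against by the C19MC median lying -1.25 from that of the other assays of the same card. Weak assays falling together are argued against by 0 of 10000 random lists of matched Ct having a median as low (lowest -0.32), so that a fall of the cluster itself may be proposed as a hypothesis, from the same data. For the difference between the lines, the low level of C19MC in NTera-2 cells remains open: its 16 of 22 members at an NC Ct of 28 or less had a median of -0.51 there and -1.14 in 2102Ep cells. The depth of the knock-down, the siRNA dose and the reagent, which differed along with the line, remain open too. In 100 splits, 21 gave a difference of medians as far from 0, the real one included (real 0.67, highest other 1.68), so chance cannot be excluded for it. These include splits that keep the arms of 2102Ep cells, and so its whole fall, and splits that break them.

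In the raw Ct of 2102Ep siSOX2 replicate 3, values from row 106 on were out of line with the dCt of the same assays. A move of each value by 1 measured row placed 99.7% of them at the card's constant, against 0.592% as given. No biological explanation was tested. The main results use the dCt, which the move leaves as it is. The control RNAs have no dCt. Their Ct in that sample, and the 2102Ep results with U6 or with RNU44 and RNU48 as the reference, depend on how the raw values are placed.

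The cluster of miR-183, miR-96 and miR-182 also differed between the lines, with a median difference of -1.73 (camera, adjusted p = 9.0e-05, and adjusted p = 0.087 with an estimated correlation, where it did not pass). A signal the paper's Table S1 does not list was miR-342-5p in NTera-2 cells, with a log2 fold change of 6.12. On card B of 2102Ep cells, controls that the paper does not report on were higher in Ct after SOX2 knock-down with non-overlapping arms (10% by chance), RNU44 by 0.755 and RNU48 by 0.693. On card A the arms of both overlapped, with 0.433 and 0.211.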

How the results depend on the processing

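The unequal-variance test and the filter on raw Ct under 10 were chosen after the results were seen, and the other alternatives before. Kept in direction and on their side of the threshold under all alternatives were the C19MC median in NTera-2 cells (-0.74 to -0.17) and the SOX2-site median in 2102Ep cells (0.02 to 0.56). The C19MC median in 2102Ep cells (-1.22, range -1.33 to -0.84) lost its call only with an estimated correlation (adjusted p = 0.060, range 7.6e-22 to 0.060 over the alternatives), as did the C19MC difference between the lines (-0.67, range -0.95 to -0.23; adjusted p = 0.10, range 1.9e-08 to 0.10). The filters on raw Ct of 35, 32 or under 10 changed no call of a named miRNA. Other results moved as follows, and the cause was not tested unless it is given.

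With U6, the share of lower miRNAs in NTera-2 cells was 88.5%. The overlap between the lines was 14 with U6, which leaves out card B of 2102Ep cells. With the global mean, the changed assays in NTera-2 cells were 15, the share 44.0%, the SOX2-site median in NTera-2 cells 0.031 and the overlap 13. With the global median these were 16, 48.6%, 0.0013 and 13, and 11 assays differed between the lines. With RNU44 and RNU48, the share in 2102Ep cells was 25.8%, the changed assays in NTera-2 cells 13 and those that differed between the lines 34. The equal-variance test of each assay alone gave 39 changed in 2102Ep, 9 in NTera-2 cells and 28 that differed. The 6 samples of a comparison alone gave 11 in NTera-2 cells, with fewer samples to estimate the spread. The replicate block gave 7 in NTera-2 cells and 1 that differed. The unequal-variance test gave 8 changed in 2102Ep and 3 in NTera-2 cells, 63 at an unadjusted p of 0.05 or less in NTera-2 cells and an overlap of 12. With unmeasured values at Ct 40, miR-374a* reversed to -3.46 in 2102Ep cells and its difference between the lines to -2.68. The deposited dCt of card B subtracts a far higher constant in 2102Ep than in NTera-2 cells and so moves all its assays down alike between the undifferentiated lines. The values of miR-106b* (-1.45), miR-1271 (-0.51), miR-15b* (-2.49) and miR-17* (-2.34) below 0 are this offset in scaling.

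Leaving out 1 sample at a time gave 37 (without NC replicate 3) to 53 changed assays in 2102Ep cells, with 39 without NC replicate 1. In NTera-2 cells it gave 10 (without NC replicate 3) to 24, with 14 without siSOX2 replicate 1 or replicate 2, and a share of lower miRNAs of 76.9 to 87.2%, the latter without siSOX2 replicate 3. The overlap was 14 (without NTera-2 NC replicate 3) to 25. The assays that differed between the lines were 4 (without NTera-2 siSOX2 replicate 1) to 26 (without NTera-2 NC replicate 2), with 11 and 7 without 2102Ep NC replicate 2 and replicate 3, 5 without NTera-2 NC replicate 3 and 8 without NTera-2 siSOX2 replicate 2. Not run were the difference between the lines with the 6 samples alone or the unequal-variance test, which have no interaction term, and U6 on card B of 2102Ep cells, where no U6 was used here. Pre-amplified PCR gives no depth, and the weakest assays limit the precision.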

Differences from the paper's values

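The unequal-variance test was chosen after the values were seen, and all other settings named here were set before the data were examined. Counts are at the paper's threshold, an unadjusted p of 0.05 or less. The paper's methods give the software and this threshold, and the p given here is limma's. The equal-variance test named below was run on each assay alone, and U6 leaves out card B of 2102Ep cells.

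In NTera-2 cells the paper's count of deregulated miRNAs is 62, against 98 here. The gap was at most 1.5 times in 11 of 18 alternatives set before: the global mean, the global median, RNU44 with RNU48, unmeasured values at Ct 40, the equal-variance test, the 6 samples alone, eBayes with a trend, and without NC replicate 1, NC replicate 3, siSOX2 replicate 1 or siSOX2 replicate 2. It stayed with U6, the filters on Ct, complete assays, the replicate block and without NC replicate 2 or siSOX2 replicate 3. The unequal-variance test, chosen after seeing the values, gave 63 and dropped 1 of the 60 miRNAs of the paper's Table S1 that were compared, and limma dropped 6.

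For miRNAs deregulated in the same direction in both lines the paper's count is 14, against 22 here. The gap was at most 1.5 times in 15 of 24 alternatives set before: U6, the global mean, the global median, RNU44 with RNU48, complete assays, unmeasured values at Ct 40, the equal-variance test, the 6 samples alone, and without 2102Ep NC replicate 1, NC replicate 3 or siSOX2 replicate 3 or NTera-2 NC replicate 3, siSOX2 replicate 1, siSOX2 replicate 2 or siSOX2 replicate 3. It stayed with the filters on Ct, eBayes with a trend, the replicate block and without 2102Ep NC replicate 2, siSOX2 replicate 1 or siSOX2 replicate 2 or NTera-2 NC replicate 1 or NC replicate 2. The unequal-variance test, chosen after seeing the values, gave 12 and dropped 2 of the paper's 14. For miRNAs deregulated in both lines in any direction the paper's count is 18, against 30 here. The gap was at most 1.5 times in 11 of 24 alternatives set before: U6, the global mean, the global median, RNU44 with RNU48, the equal-variance test, the 6 samples alone, and without 2102Ep NC replicate 1 or NC replicate 3 or NTera-2 NC replicate 3, siSOX2 replicate 1 or siSOX2 replicate 2. It stayed with the filters on Ct, complete assays, unmeasured values at Ct 40, eBayes with a trend, the replicate block and without 2102Ep NC replicate 2 or any 2102Ep siSOX2 sample or NTera-2 NC replicate 1, NC replicate 2 or siSOX2 replicate 3.

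For C19MC members lower in NTera-2 cells the paper's count is 2, against 7 here, and the gap stayed over 1.5 times in all 18 alternatives set before (1 with the global mean or the global median, and up to 10 without NC replicate 2). The unequal-variance test, chosen after seeing the values, gave 2 and dropped 0 of the paper's 2.

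Of 55 fold changes of the paper's Table S1 that were compared, 1 differed: for miR-30d in 2102Ep cells the paper's is 14.0591 and that here 5.02, and 0 of the 17 alternatives set before closed the gap. Over all fold changes of that table that have a value here, 5 differed by over 0.5 on the log2 scale, all in 2102Ep cells: miR-30d, miR-26b* (the paper's 3.41, here 1.87), miR-875-5p (the paper's -1.39, here -0.23), miR-9 (the paper's 1.94, here 1.18) and miR-374a* (the paper's 1.15, here 1.76). For the undifferentiated lines (NTera-2 over 2102Ep), 5 of 13 fold changes of the paper's Table S2 that were compared differed. The paper's values are -93.5 for miR-200b, 74.9 for miR-211, 189.2 for miR-296, -44.2 for miR-372 and -39.5 for miR-517c, against -148.0, 47.3, 119.5, -70.1 and -62.6 here. All 5 fell within the replicate SD of the paper's value with the global median. MiR-211 did so also without 2102Ep NC replicate 3, NTera-2 NC replicate 1 or NTera-2 NC replicate 3, and miR-372 without NTera-2 NC replicate 1 or NC replicate 3, and the other alternatives set before left the gaps. Over all of Table S2, 205 of 210 compared miRNAs had the same sign. On the log2 scale the paper's values minus those here had a median of 0.663 on card A, with a correlation of 1, and of -0.372 on card B. The 5 gaps are this 1 offset in the scaling of card A.

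In statements of direction, the paper counts miR-182 among miRNAs upregulated in 2102Ep cells in its discussion of EMT, where the log2 fold change here is -1.06; its passage on SNAI2 has miR-182 downregulated, as here. The paper lists miR-378 as mutually deregulated, and its Table S1 entries are different assays, miR-378a-3p in 2102Ep (-0.67 here) and miR-378a-5p in NTera-2 cells (-2.77 here). The paper lists 4 oppositely regulated miRNAs, and 8 were so here, with 4 by the unequal-variance test chosen after seeing the values, which dropped 0 of the paper's 4. Of the miRNAs that the paper names as deregulated, these had an unadjusted p above 0.05 here. In 2102Ep cells they were miR-30c (0.15), miR-372 (0.26) and miR-455-3p (0.15), which the equal-variance test brought to 0.05 or less, miR-200b (0.097) and miR-378a-3p (0.063), brought there by that test and by the 6 samples alone, miR-200b also by the replicate block and miR-378a-3p without siSOX2 replicate 2. MiR-1197 (0.11) was brought there by that test, the 6 samples alone and RNU44 with RNU48, miR-331 (0.066) by that test, RNU44 with RNU48 and without siSOX2 replicate 1, and miR-517b (0.052) by that test, U6, the 6 samples alone, eBayes with a trend and without NC replicate 1. MiR-302c (0.052) was brought there by that test, the global mean, RNU44 with RNU48, Ct 40, eBayes with a trend and without NC replicate 1 or siSOX2 replicate 1. In NTera-2 cells they were miR-181a (0.17) and miR-22 (0.32), brought there by the equal-variance test and the 6 samples alone. The unequal-variance test, chosen after seeing the values, brought all of these to 0.05 or less, while it dropped 8 of 99 miRNAs of Table S1 in 2102Ep cells and 1 of 60 in NTera-2 cells, where limma dropped 23 and 6.

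For miR-9 in 2102Ep cells, counted by the paper as upregulated, the log2 fold change here is 1.18 with an unadjusted p of 0.076, and the authors' deposited p is 0.296 where the paper's Table S1 has 0.0141. MiR-9 came to 0.05 or less with the global median, with RNU44 and RNU48 and without NC replicate 1, and not with the unequal-variance test. The paper says that by far the greater part of deregulated miRNAs went down in both lines. The paper's Table S1 has 64 of 99 miRNAs lower in 2102Ep and 51 of 62 in NTera-2 cells. Here 79.6% did in NTera-2 cells, but with the global mean 44.0% and with the global median 48.6%. Both of these remove a fall common to most assays by construction. With U6 88.5% did there, and with RNU44 and RNU48 83.7% did. In 2102Ep cells 57.4% did, with an exact 95% interval of 47.5 to 66.9% that includes 50%, and 25.8% with RNU44 and RNU48. In Table S1, 3 of 32 fold changes of card B in 2102Ep cells lay within 0.02 (log2) of the authors' deposited table, with a median difference of -0.0756.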

Other observations

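The lists, their tests and the counts over other splits of the samples in this part were set before the results were seen. Among the lists not described so far, few members moved after SOX2 knock-down. Of miR-371, miR-372 and miR-373, a cluster of pluripotent cells, 1 of 3 fell in NTera-2 cells, miR-372 (-1.40, adjusted p = 0.027, 0.068 with the replicate block; 2 of 3 when adjusted over the list alone), and 0 of 3 passed limma's test in 2102Ep cells (0 at an unadjusted p of 0.05 or less, median -0.55, fry adjusted p = 0.044). The call of miR-372 was lost without 4 of the 6 samples in turn. Of the miR-17-92 cluster and paralogs, 0 of 23 passed in 2102Ep cells (2 higher and 2 lower at an unadjusted p of 0.05 or less, median -0.11) and 0 of 27 in NTera-2 cells (5 lower at an unadjusted p of 0.05 or less, median -0.25, and 0.08 with the global mean). Of the imprinted DLK1-DIO3 cluster, 0 of 42 passed in 2102Ep (3 higher and 1 lower at an unadjusted p of 0.05 or less, median 0.13) and 1 of 32 fell in NTera-2 cells (2 over the list alone, median -0.24, and 0.01 with the global mean). For the let-7 family 0 of 3 and 0 of 2 passed (0 at an unadjusted p of 0.05 or less in each, medians 0.04 and -0.69). For the miR-506 cluster, 0 of 1 and 0 of 2 passed in limma (0 and 1 at an unadjusted p of 0.05 or less; 0 and 1 over the list alone).

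Markers of other cell types went no single way. Of 9 neural miRNAs in 2102Ep cells, 1 rose and 2 fell (1 and 3 over the list alone, median -0.39), and of 10 in NTera-2 cells 1 rose (1 higher and 2 lower over the list alone, median -0.02). Of 8 miRNAs of mesenchyme and muscle, 0 passed limma's test in 2102Ep cells (1 at an unadjusted p of 0.05 or less; median 0.22, though camera's direction was lower), and of 6 in NTera-2 cells 1 rose, miR-145 (1 over the list alone, median -0.14). Of 5 endoderm miRNAs, 1 rose in each line, miR-375 (1 higher over the list alone in each and 1 lower in NTera-2 cells), with medians of -0.26, against a higher direction in camera and fry (fry adjusted p = 0.0076), and -0.06. Of the HOX cluster, 1 of 4 rose in 2102Ep cells, miR-196b (1 over the list alone, median 0.90, fry adjusted p = 0.0019), and 0 of 2 passed in NTera-2 cells (1 lower over the list alone, 1 at an unadjusted p of 0.05 or less, median -1.76). Of blood and serum miRNAs, 0 of 4 and 0 of 5 passed (0 and 1 at an unadjusted p of 0.05 or less, medians -0.07 and -0.14). In NTera-2 cells the replicate block left 0 calls in the neural, the mesenchymal and muscle and the DLK1-DIO3 lists. The 1 endoderm call there was kept. None of these lists or of the clusters above passed camera where it was run, which excludes the miR-506 cluster in both lines and the let-7 family and the HOX cluster in NTera-2 cells. Between the undifferentiated lines, DLK1-DIO3 members were lower in NTera-2 cells (17 of 29 lower and 3 higher, 16 and 3 over the list alone), as were 2 of 3 of the miR-371 cluster with 1 higher (2 and 1 over the list alone), in the comparison scaled to the global mean. The counts higher and lower were 1 and 3 of 8 neural, 0 and 3 of 6 mesenchymal, 0 and 2 of 5 endoderm, 1 and 0 of 2 HOX cluster, 1 and 2 of 5 blood, 1 and 1 of 4 miR-183 cluster, 1 and 0 of 1 let-7 and 1 and 0 of 1 miR-506 cluster miRNAs (the same numbers over the list alone). For the SOX2-site list they were 25 and 12 of 54, with the same numbers over the list alone.

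Groups of 3 against 3 samples allow 10 splits, too few for a share under 0.05. The real count of changed assays was 61 in 2102Ep cells (highest other split 3) and 25 in NTera-2 cells (highest other 20). At an unadjusted p of 0.05 or less it was 108 (highest other 30) and 98 (highest other 70), and between the undifferentiated lines 277 (highest other 0) and 284 (highest other 5). The distance of the C19MC median from 0 was 1.22 (highest other 0.55) in 2102Ep and 0.48 (highest other 0.54) in NTera-2 cells, and that of the SOX2-site list 0.11 (highest other 0.15) and 0.22 (highest other 0.28). The splits as large, with the real one, were 1 for each of these counts and for C19MC in 2102Ep cells, 2 for C19MC in NTera-2 and the SOX2-site list in 2102Ep cells, and 3 for the SOX2-site list in NTera-2 cells. In NTera-2 cells, the split with 20 exchanged NC replicate 2 and siSOX2 replicate 3 and so parted 1 pair of equal replicate number; among the splits that part all 3 pairs, as the real one does, the highest other gave 1 changed assay and 15 at an unadjusted p of 0.05 or less. For the overlap of 22 between the lines, 1 of 100 splits, the real one, gave as many (highest other 8). That 8 came from the split that kept both lines' arms with the NTera-2 labels exchanged. Splits that break the arms also lower the count of calls in each line, so they cannot tell whether the shared calls exceed chance. The 61 became 39 without NC replicate 1 and 37 without NC replicate 3. The 25 became 7 with the replicate block, 10 without NC replicate 3 and 14 without siSOX2 replicate 1 or replicate 2, and the 22 became 14 without NTera-2 NC replicate 3.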
